# Lsh/HELLS is required for B lymphocyte development and immunoglobulin class switch recombination

**DOI:** 10.1073/pnas.2004112117

**Published:** 2020-07-29

**Authors:** Yafeng He, Jianke Ren, Xiaoping Xu, Kai Ni, Andrew Schwader, Richard Finney, Can Wang, Lei Sun, Kimberly Klarmann, Jonathan Keller, Anthony Tubbs, Andre Nussenzweig, Kathrin Muegge

**Keywords:** ICF syndrome, class switch recombination, Lsh, chromatin remodeler

## Abstract

Mutation of HELLS (Helicase, Lymphoid-Specific)/Lsh in human DNA causes a severe immunodeficiency syndrome, but the nature of the defect remains unknown. We assessed here the role of Lsh in hematopoiesis using conditional Lsh knockout mice with expression of Mx1 or Vav Cre-recombinase. Bone marrow transplantation studies revealed that Lsh depletion in hematopoietic stem cells severely reduced B cell numbers and impaired B cell development in a hematopoietic cell-autonomous manner. Lsh-deficient mice without bone marrow transplantation exhibited lower Ig levels in vivo compared to controls despite normal peripheral B cell numbers. Purified B lymphocytes proliferated normally but produced less immunoglobulins in response to in vitro stimulation, indicating a reduced capacity to undergo class switch recombination (CSR). Analysis of germline transcripts, examination of double-stranded breaks using biotin-labeling DNA break assay, and End-seq analysis indicated that the initiation of the recombination process was unscathed. In contrast, digestion–circularization PCR analysis and high-throughput sequencing analyses of CSR junctions and a chromosomal break repair assay indicated an impaired ability of the canonical end-joining pathway in Lsh-deficient B cells. Our data suggest a hematopoietic cell-intrinsic role of Lsh in B cell development and in CSR providing a potential target for immunodeficiency therapy.

## Significance

ICF4 is an inherited disease with early mortality due to immunodeficiency. Although the genetic cause is known to be a mutation in the Lsh (lymphoid-specific helicase) gene, it remains unknown why patients suffer from an impaired immune response. Using conditional Lsh knockout mouse models, we provide evidence that Lsh has a hematopoietic cell-intrinsic role in promoting early B cell development and that deficient B cells fail to conduct the step of DNA end joining that is required to yield a variety of immunoglobulin isotypes during class switch recombination. Our data uncover an essential role of Lsh/HELLS in immunoglobulin production which could lead to improved therapeutic options to treat ICF4 patients.

Lsh (Lymphoid-Specific Helicase) has been identified in lymphocytes and belongs to a family of chromatin remodeling proteins that are related to DNA helicases (1, 2). Lsh modulates the establishment of DNA methylation patterns during cellular differentiation and regulates chromatin accessibility in vitro and in vivo (3–14). Targeted deletion of Lsh in mice is lethal, and Lsh mutant embryos display multiple organ and stem cell defects (15–20). In addition, Lsh has been implicated in tumorigenesis and in the repair of DNA damage (21–23).

Mutation of human Lsh, also known as HELLS (Helicase, Lymphoid-Specific), causes an Immunodeficiency, Centromeric Instability and Facial Anomalies (ICF) 4 syndrome which is characterized by recurrent fatal respiratory and gastrointestinal infections associated with hypogammaglobulinemia and immunodeficiency (24–26). Three other genes are currently known to cause ICF syndrome upon mutation, among them DNA methyltransferase 3B (DNMT3B) (ICF1), mutations in zinc finger and BTB domain containing 24 (ZBTB24) (ICF2), and cell division cycle associated 7 gene (CDCA7) (ICF3).

Despite the discovery of HELLS mutations associated with the ICF syndrome (26), the pathophysiological pathways underlying the disease remain unresolved including the causes of reduced Ig levels (24). Because constitutive deletion of Lsh in mice is lethal (17, 19), we generated conditional knockout (CKO) mice to study Lsh’s role in the hematopoietic system. We report here that Lsh deficiency results in abnormal B lymphocyte development and diminished IgG class switch recombination (CSR). Using high-throughput sequencing, we demonstrate that the defect is not due to a failure to initiate DNA double-stranded breaks but is based on an impaired joining process. Our CKO mice provide insights into the pathophysiology of the ICF disease process which may improve therapeutic options for ICF patients.

## Results

### Impaired B Cell Development upon Lsh Depletion.

To study the effect of Lsh in the hematopoietic system we created a conditional Lsh knockout (KO) mouse that allows tissue-specific deletion of exon9 and exon10 of the Lsh gene (Fig. 1*A* and *SI Appendix*, Fig. S1 *A*–*D*). Exon 9 and 10 comprise an ATP-binding domain and a DEAD box motif that are critical for chromatin remodeling function of Lsh (9). Floxed (Lsh fl/fl) mice, which had been intercrossed with Actin-Cre recombinase transgenic mice, showed widespread deletion of Lsh and displayed early lethality in agreement with previous observations (*SI Appendix*, Fig. S1 *E* and *F*) (17). To delineate the role of Lsh in adult hematopoietic stem cells, we crossed Lsh fl/fl mice to IFN-inducible Mx1-Cre recombinase transgenic mice (Mx1Cre/+) (27). Cre-recombinase was induced by injection of polyinosinic-polycytidylic acid (poly [I:C]), and Lsh depletion was confirmed by genomic DNA PCR, messenger RNA (mRNA), and Western analysis of mouse bone marrow cells (Fig. 1 *B*–*D*). The frequency of Lin- Sca-1+c-Kit+ hematopoietic stem and progenitor cells derived from the bone marrow (BM) of Lsh KO mice (Mx1Cre/+Lsh fl/fl with poly [I:C] administered) was comparable to that of control (Ctrl) mice (*SI Appendix*, Fig. S2 *A* and *B*). To investigate the developmental potential of Lsh KO hematopoietic stem and progenitor cells (HSPCs) in a wild-type host environment, we transplanted 1 × 10^6^ BM cells (CD45.2+) from Lsh KO or Ctrl mice into lethally irradiated recipient mice (CD45.1+) to track donor reconstitution (100% chimeras) by flow cytometry (*SI Appendix*, Fig. S2*C*). The frequency of Lsh KO donor cells in the peripheral blood was significantly reduced at 1, 2, and 3 mo after bone marrow transfer (BMT) compared to Ctrl donor cells (Fig. 1*E*). In particular, the proportion of CD19+B220+ expressing B cells in the peripheral blood was severely decreased (Fig. 1 *F* and *G*), whereas the relative frequency of Mac1+Gr1+ myeloid cells was increased, and the proportions of CD4+ and CD8+ T cells were unchanged (*SI Appendix*, Fig. S3 *A*–*E*). The number and frequency of Lsh KO donor cells in the spleen was significantly lower than Ctrls (Fig. 1 *H* and *I*). Most notably, the proportion of CD19+B220+ B cells was decreased by half, and the total number of CD19+B220+ B cells was significantly reduced about fourfold compared to Ctrls (Fig. 1 *J*–*L*). The thymus showed a decrease in the frequency and total number of the CD4+ subset, whereas CD4+CD8+ or CD8+ subsets were unchanged (*SI Appendix*, Fig. S3 *J*–*Q*). The spleen displayed a decrease in relative frequency of CD4+ T cells and absolute numbers of CD4+ and CD8+ T cells in the absence of Lsh (*SI Appendix*, Fig. S3 *F*–*I*).

**Fig. 1.**
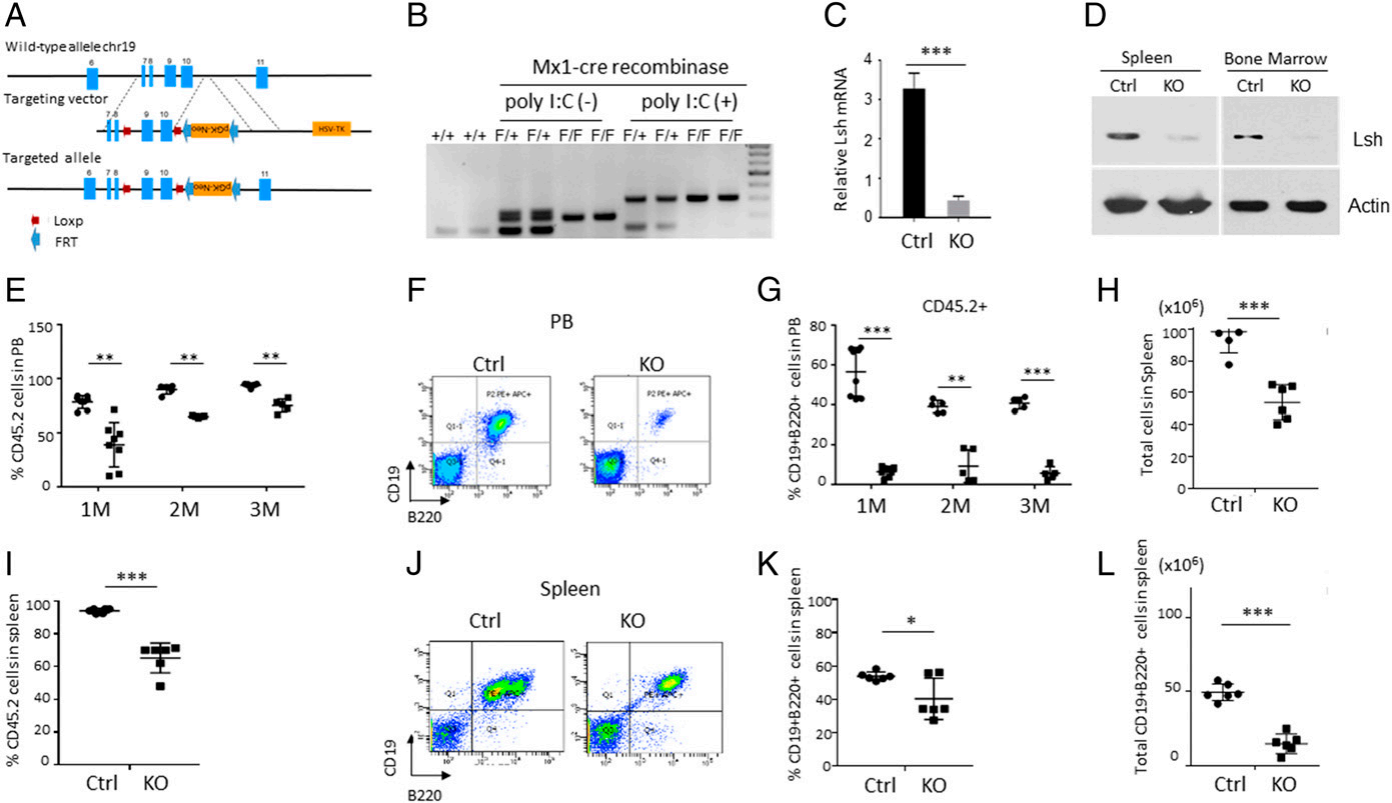
Hematopoietic development in Lsh CKO mice. (*A*) Graph of the targeting strategy. (*B*–*D*) Cre-recombinase was induced by injection of poly (I:C) to generate Lsh KO mice (Mx1^Cre/+^Lsh^fl/fl^ with poly [I:C] administered) and Ctrl mice (Mx1^Cre/+^Lsh^fl/+^ with poly [I:C] administered). Lsh depletion was confirmed by PCR analysis using genomic DNA derived from BM (100% chimera), *n* = 3 (*B*), by RT-PCR analysis using RNA derived from BM (100% chimera), *n* = 3 (*C*), and Western analysis (*D*) 2 wk after injection. (*E*) FACS (Fluorescence-activated cell sorting) analysis for detection of CD45.2^+^ donor cells in the peripheral blood (PB) of irradiated CD45.1^+^ recipient mouse 1, 2, or 3 mo after BMT (100% chimera); Ctrl cells (●) or Lsh KO cells (■). (*F* and *G*) FACS analysis for detection of B cells (CD19^+^B220^+^) among CD45.2^+^ cells in PB. (*H*) Total number of splenocytes. (*I*) Proportion of CD45.2^+^ donor cells in the spleen. (*J* and *K*) FACS analysis for detection of CD19^+^B220^+^ among CD45.2^+^ cells in spleen. (*L*) Total number of CD19^+^B220^+^CD45.2^+^ cells in spleen. **P < 0.01; ***P < 0.001.

In addition, we used competitive transplants to further evaluate the ability to produce differentiated cells of Lsh-deficient HSPCs compared to wild-type HSPCs and to provide an internal technical control for the efficacy of irradiation and injection. We mixed BM cells (CD45.2+) from Lsh KO (or Lsh Ctrl) mice with BM cells from wild-type mice (CD45.1+) at equal proportions (50:50 chimeras) and injected them into lethally irradiated recipient mice (CD45.1+). We observed a significant decrease in the frequency of CD19+B220+ expressing B cells in the peripheral blood, whereas Mac1+Gr1+ myeloid cells were relatively increased, and the proportions of CD4+ and CD8+ T cells were unchanged, similar to the results from the noncompetitive BMT (*SI Appendix*, Fig. S4 *A*–*E*). Notably, the frequency of CD19+B220+ expressing B cells in the spleen was reduced, and the total number reduced more than sixfold in Lsh KO mice compared to Ctrl (*SI Appendix*, Fig. S4 *F*–*H*). Furthermore, the bone marrow showed a fivefold reduction in the frequency and total number of CD19+B220+ expressing B cells in Lsh-deficient recipients compared to Ctrls (*SI Appendix*, Fig. S4 *N*–*P*). The total numbers of CD4+ and CD8+ T cells in the spleen was reduced as we had observed in the noncompetitive BMT. The frequency of T cells in the thymus was not significantly altered in Lsh KO recipients (*SI Appendix*, Fig. S4 *I*–*L* and *Q*–*U*). To further evaluate the growth and viability properties of Lsh-deficient B cells in vitro, we purified B cells from the spleen after BMT (*SI Appendix*, Fig. S5*A*) and assessed incorporation of EdU to measure growth and 7AAD staining for viability, as well as propidium iodide and caspase activation for cell death and apoptosis. Lsh-deficient B cells showed a trend of reduced proliferation in response to mitogen in vitro, but it was not significant (*SI Appendix*, Fig. S5 *B* and *C*). Although they displayed increased signs of cell death and apoptosis, it was only marginal (*SI Appendix*, Fig. S5 *D*–*F*) (*SI Appendix*, Fig. S5 *B*–*F*), suggesting that the in vitro survival ability was only very slightly compromised.

Taken together, Lsh KO HSPCs exhibited significantly reduced reconstitution potential and impaired ability for B lymphocyte development in noncompetitive and competitive bone marrow transplantation assays.

To further investigate the role of Lsh in B cell development, we assessed the cellular composition in the BM of recipient mice after BMT (100% chimeras) (28). The subset of Lin- Sca-1+c-Kit+ HSPCs was reduced by half in mice transplanted with Lsh KO BM compared to Ctrl BM (Fig. 2 *A*–*D*), whereas the total number of BM cells and the number of engrafted (CD45.2) donor cells was unaltered (Fig. 2 *B* and *C*). The frequency of CD19+ B cells among CD45.2+ donor cells was more than 10-fold reduced in mice KO BM compared to Ctrl BM, and total B cell numbers were significantly decreased, confirming that Lsh is intrinsically required in HSPCs for normal B cell output of the BM (Fig. 2 *E* and *F*). The frequency and number of Pro-B, Pre-B, immature and mature B cells were all reduced in KO BM and only 10–15% compared to that in Ctrl BM (Fig. 2 *G* and *H*), suggesting that Lsh is required at early stages of B cell development. Consistent with the observation of reduced numbers of mature B cells, serum Ig levels were greatly diminished in KO recipients compared to Ctrl recipients at 1, 2, and 3 mo after BMT (*SI Appendix*, Fig. S6).

**Fig. 2.**
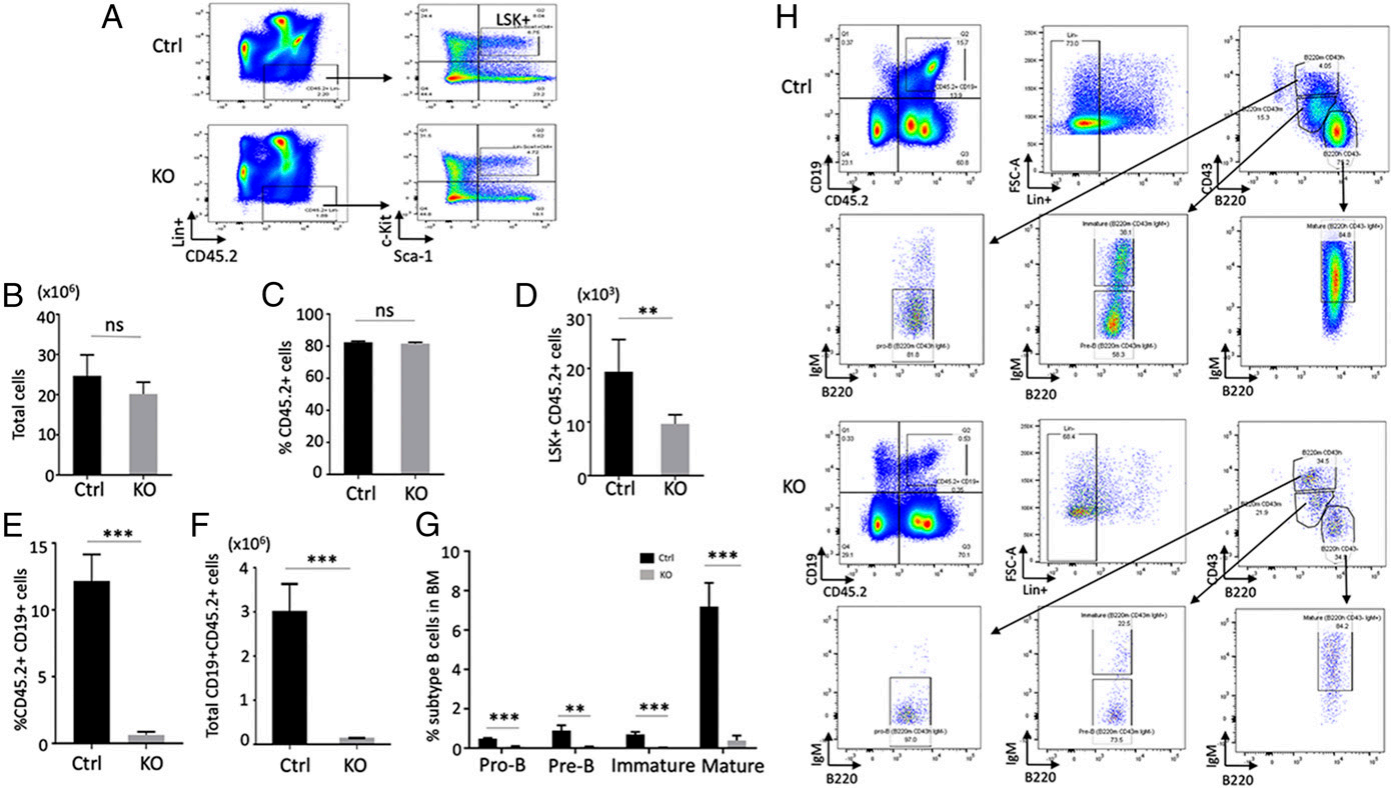
Lsh is essential for B cell development. Characterization of HSPCs (*A*–*D*) and B cell (*E*–*H*) development in the bone marrow of recipient mice 4 mo after BMT (100% chimera). (*A*) FACS analysis for determination of c-Kit^+^Sca1^+^ hematopoietic stem cells from Lin-CD45.2^+^ donor cells in Lsh KO and Ctrl BM. (*B*–*D*) Total BM cells (*B*), proportion of CD45.2^+^ donor cells (*C*), and Lin^−^Sca1^+^c-Kit^+^ (LSK^+^) hematopoietic stem cells (*D*) after BMT; *n* = 5 per group. (*E* and *F*) Proportion of CD19^+^ cells (*E*) among CD45.2^+^ donor cells in the BM and total number of CD19^+^CD45.2^+^ B cells in BM. (*G* and *H*) Frequency of pro-B cell, pre-B cell, immature and mature B cells among CD45.2^+^ donor cells in Lsh KO and Ctrl BM; *n* = 5 per group. (*H*) Representative flow cytometry profiles of pro-B cell, pre-B cell, immature and mature B cells among CD45.2^+^ donor cells, as determined by cell surface markers CD19, CD43, B220, and IgM. *n* = 5 per group. *P < 0.05; **P < 0.01; ***P < 0.001; ns, not significant.

Our data suggest that impaired hematopoiesis was caused by hematopoietic cell-autonomous effects of Lsh deletion, rather than indirect effects via the BM microenvironment and that Lsh is required from the early stages of B cell development. The decrease in mature B cell numbers may contribute to the shortage of immunoglobulins we had observed in KO BMT recipients.

### Reduced Ig Production in the Absence of Lsh.

ICF4 patients display reduced Ig levels in the presence of normal lymphocyte numbers and no apparent in vitro proliferation defect in response to mitogens (29, 30). We noted that Lsh KO mice that had not received BMT displayed reduced serum levels of IgG1, IgG2a, and IgG3 compared to Ctrls (Fig. 3*A*). This phenotype was stable up to 12 and 20 wk after Lsh deletion and did not show recovery (*SI Appendix*, Fig. S7 *A* and *B*). Since the proportions and absolute numbers of B cells and other lineages in the bone marrow, blood, or in peripheral lymphoid organs were unaltered in mice without BMT (*SI Appendix*, Fig. S7 *C*–*F*), we concluded that the lack of immunoglobulins was not simply due to an absence of B cells or decrease in the numbers of costimulatory T cells. In addition, we found no significant changes in serum levels of IL-2, IFNγ, IL-4, IL-6, IL-1β, and IL-10 comparing Lsh KO mice to Ctrls (*SI Appendix*, Fig. S8 *A*–*F*). This suggested that lessened Ig levels occurred independent of reduced B cell numbers, skewed CD4+ T cell proportion or abnormal cytokine secretion.

**Fig. 3.**
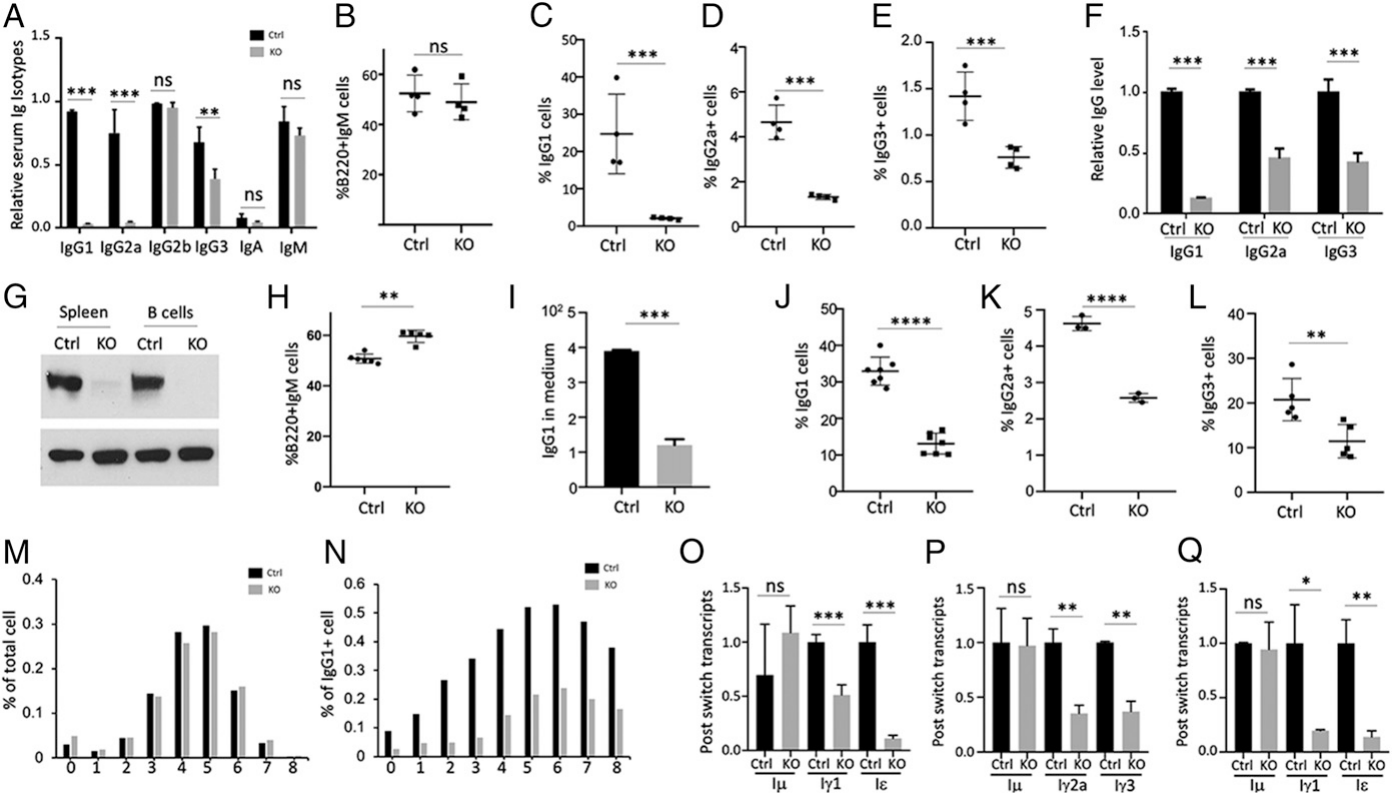
Impaired in vivo and in vitro Ig secretion in Lsh-depleted Mx1-cre and Vav-cre mice. (*A*) ELISA analysis of serum Ig isotypes from Mx1^Cre/+^Lsh^fl/fl^ (KO) and Mx1^Cre/+^Lsh^fl/+^ (Ctrl) mice 2 wk after poly (I:C) injection, *n* = 8 per group. (*B*) FACS analysis of B220^+^IgM^+^ B cells in KO and Ctrl spleen. (*C*–*E*) Surface expression of Ig isotypes IgG1 (*C*), IgG2a (*D*), and IgG3 (*E*) on CD19^+^ purified KO and Ctrl splenocytes was determined by FACS analysis 3 d after stimulation with LPS and IL-4 or IFNγ, *n* = 4; (*F*) ELISA of Ig isotypes in culture supernatants. (*G*) Western analysis for detection of Lsh protein in Lsh Vav KO (Vav^Cre/+^Lsh^fl/fl^) compared to Ctrl mice (Vav^Cre/+^Lsh^fl/+^). (*H*) FACS analysis for detection of B220^+^IgM^+^ B cells in Lsh Vav KO and Ctrl spleen. (*I*) ELISA of IgG1 release after 3 d culture of purified CD19^+^ Lsh Vav KO and Ctrl splenocytes. (*J*–*L*) Surface expression of indicated Ig isotypes in Lsh Vav KO and Ctrl CD19+ splenocytes stimulated in vitro. (*M* and *N*) CFSE-pulsed purified B cells derived from Lsh Mx1 KO (KO) or Ctrl (Ctrl) mice without BMT after 4 d of stimulation with LPS plus IL-4 and FACS analysis for gating populations based on the intensity of CFSE which represents the number of cells in each generation and the percentage of IgG1 expressed cells in each generation. (*O*–*Q*) RT-qPCR analysis for detection of IgM or postswitch transcripts for IgG1 and IgE (*O*) and IgG2a and IgG3 (*P*) in purified B cells from Lsh Vav KO (KO) and Ctrl (Ctrl) after 4 d of stimulation with LPS plus IL-4 (*O*) or LPS plus IFNγ (*P*), or for detection of IgG1 and IgE (*Q*) in purified B cells from Lsh Mx1 KO (KO) and Ctrl (Ctrl) mice without BMT after 4 d of stimulation with LPS plus IL-4. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; ns, not significant.

We hypothesized that the lack of immunoglobulins was caused by a B cell defect and reflected a reduced capacity of Ig production. To this end, we tested whether Lsh-depleted purified B cells would be able to generate Ig isotypes in vitro in response to appropriate stimulation. Resting naive B cells express IgM but undergo CSR upon stimulation and express Ig isotypes (31). KO spleen displayed a similar proportion of IgM+B220+ B cells compared to Ctrl (Fig. 3*B*). After appropriate stimulation with LPS (Lipopolysaccharides) and IL(Interleukin)4 or IFN(Interferon)γ, purified KO CD19+ B cells displayed only 2% IgG1 on their surface compared to 25% on Ctrl cells (Fig. 3*C*). Likewise, IgG2a and IgG3 surface expression were reduced to 28% and 54% in Lsh KO cells compared to Ctrls (Fig. 3 *D* and *E*). Consistent with the loss of surface Ig expression, Lsh KO cultures released significantly less IgG1, IgG2a, and IgG3 into the supernatant compared to Ctrls (Fig. 3*F*).

To corroborate these findings, we employed a second mouse model using Vav-cre recombinase transgenic mice in which the Lsh gene is deleted in definitive hematopoietic stem cells beginning in the fetal liver (32). We confirmed decreased Lsh protein expression in the spleen and in purified B cells derived from Lsh Vav KO (VavCre/+Lsh fl/fl) compared to Ctrl mice (VavCre/+Lsh fl/fl) (Fig. 3*G*). As in the Mx1 model, the number of IgM+B220+ B cells was not reduced in Lsh Vav KO spleen compared to Ctrls (Fig. 3*H*). Yet, in vitro stimulation for induction of isotypes revealed lower levels of Ig isotype surface expression and isotype secretion in Lsh Vav KO cultures compared with Ctrls (Fig. 3 *I*–*L*).

Next, we determined whether the deficiency in CSR was due to altered cell proliferation or a decrease in survival. First, we examined proliferation which is required for successful recombination (31). Overall, cell numbers and EdU incorporation (to measure replication) were indistinguishable comparing Lsh KO cells (without BMT) to Ctrl cells, suggesting a normal capacity to grow in vitro (*SI Appendix*, Fig. S9 *A*–*C*). Using cytoplasmic dye dilution (CFSE) in combination with flow cytometric staining we examined surface Ig isotype expression of purified KO B cells (without BMT) after several days of in vitro stimulation to determine clonal expansion of switched and nonswitched cells. The profile of CFSE staining was similar in Lsh-depleted cells compared to Ctrl cells, reflecting an equivalent proportion of cell divisions in both cultures (Fig. 3*M*). Surface expression of IgG1 increased in both samples with subsequent number of cell divisions (Fig. 3*N*). The percentage of IgG1+ Lsh KO B cells was similarly reduced compared to Ctrl cells with an identical number of cell divisions. These results suggest that a defect in Ig generation is independent of differential clonal expansion. In addition, we examined cell death in Lsh KO B cells (without BMT); however, neither staining for propidium iodide, measuring viability and death, nor annexin V to detect early apoptosis or caspase to detect late apoptosis displayed any significant differences comparing Lsh-deficient cells to Ctrls (*SI Appendix*, Fig. S9 *D* and *E*). We conclude that the failure to generate immunoglobulins could not be simply explained by compromised cell growth or survival.

### Reduced Postswitch Transcripts, Normal AID Levels, Germline Transcripts, and Generation of DSBs in the Absence of Lsh.

To delineate the nature of the Ig deficiency, we directly assessed the generation of postswitch transcripts and found a decrease for IgG1, IgE, IgG3, and Ig2a for postswitch transcripts in purified CD19+ B cells derived from Lsh Vav KO mice compared to Ctrl (Fig. 3 *O* and *P*). Similar results were observed in Lsh Mx1 KO B cells compared to their respective Ctrls (Fig. 3*Q*). Thus, a decline in transcript levels was responsible for the Ig deficiency in the absence of Lsh.

Next, we investigated whether the deficiency in Ig production was due to a problem with the initiation of CSR. To this end, we first evaluated the expression of the activation-induced deaminase (AID) gene, which is essential for onset of Ig CSR (33). The amount of AID m(messenger)RNA and protein was not different in Lsh Mx1 KO or Vav KO purified B cells compared to Ctrl cells (Fig. 4 *A*–*C*), suggesting that AID expression was not a limiting factor. The induction of germline transcripts (Fig. 4*D*), which serve as indicator for chromatin accessibility in switch regions and which are required for initiation of CSR by AID (34), was not altered in Lsh Mx1 or Vav KO B cells compared to their respective Ctrls (Fig. 4 *E* and *F*). This suggested that Lsh deficiency did not alter chromatin accessibility at switch regions with respect to transcription.

**Fig. 4.**
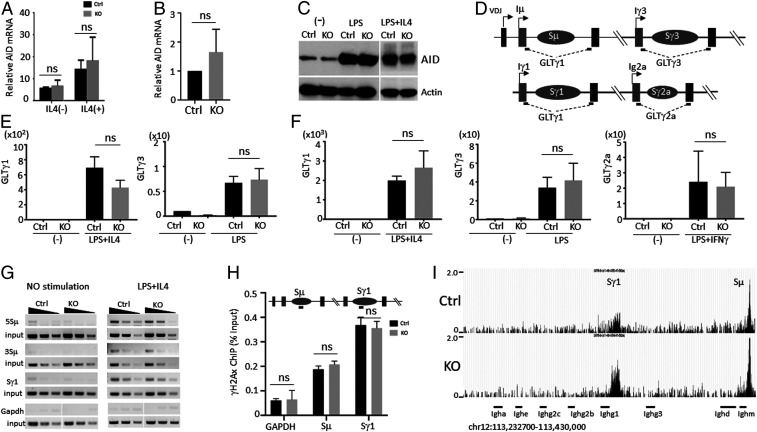
Analysis of chromatin accessibility and CSR initiation. (*A* and *B*) RT-PCR analysis for detection of AID mRNA expression in Lsh Mx1 KO and Ctrl purified B cells after stimulation with LPS with or without IL4 (*A*), or Lsh Vav KO and Ctrl B cells (*B*) stimulated with LPS. (*C*) Western blot analysis for detection of AID protein in B cells from Lsh Vav KO and Ctrl mice, after stimulation with LPS or LPS and IL-4 for 4 d. (*D*) Graph of IgH locus indicating position of primers for detection of germline transcripts. (*E* and *F*) qPCR analysis for detection of germline transcripts for IgG1, IgG3, and IgG2a in CD19+ B cells from Lsh Mx1 KO (*E*) or Lsh Vav KO (*F*) and their respective Ctrls stimulated for 24 h to undergo CSR. (*G*) Biotin-labeling DNA break assay was used for detection of DSBs in the IgM (Sμ) and IgG1 (Sγ1) switch regions after 2 d of LPS/IL4 activation of Lsh Vav KO and Ctrl purified B cells. Samples were threefold serially diluted. Gapdh served as negative Ctrl. (*H*) Chromatin immunoprecipitation analysis for detection of γH2Ax in switch regions Sµ and Sγ. Amplicon locations are indicated in scheme as a black line. (*I*) University of California, Santa Cruz genome browser view illustrating the distribution of DSBs (normalized read density as reads per million) detected by End-seq analysis 2 d after stimulation with LPS/IL4/anti-CD180 of Lsh Vav KO and Ctrl purified B cells. *P < 0.05; ***P < 0.001; ****P < 0.0001; ns, not significant.

To assess whether CSR can be initiated in the absence of Lsh, we analyzed the occurrence of DNA double-stranded breaks (DSBs) in switch regions. AID deaminates deoxycytosines in switch region DNA, yielding deoxyuracils (31, 35). The processing results in the introduction of DSBs in the upstream donor and downstream acceptor switch regions. Purified B cells from Lsh Vav KO mice and Ctrls were stimulated for switch recombination, and DSBs were end-labeled with biotinylated dUTP (36). We found equal amounts of DSBs in the Sμ and Sγ1 switch regions in both samples, suggesting a similar capacity to induce breaks in the presence or absence of Lsh (Fig. 4*G*). The DSBs marker γH2AX, which is critical for successful switch recombination (35), was present at comparable levels at switch regions comparing Lsh KO B cells with Ctrl B cells (Fig. 4*H*). To use an unbiased approach to quantitatively determine initiation of DSBs during switch recombination, we performed End-seq analysis (37). Lsh KO B cells and Ctrl B cells were induced to switch recombination for 48 h, and DSBs were captured with streptavidin-coated beads and detected by high-throughput sequencing. The number of reads mapping to the genome are proportional to the frequency of DNA ends in the cell population (37). The frequency of DSBs in Sμ and Sγ1 switch regions was not reduced in Lsh KO samples but rather increased compared to Ctrls (Fig. 4*I* and *SI Appendix*, Fig. S10*A* and Table S2).

Our data indicate that Lsh-deficient cells are capable of DNA cleavage in switch regions and that the defect in switch recombination is downstream of chromatin accessibility and the formation of DSBs.

### Lsh Deficiency Impairs Ig Class Switching at the Level of Recombination.

To determine directly whether the defect in Ig production is at the level of recombination, we assessed the capacity to generate switch junctions. We first employed digestion–circularization (DC) PCR analysis, a sensitive assay to quantify junctions generated during deletional rearrangement between Sμ and Sγ1 (Fig. 5*A*) (38). EcoRI-digested genomic DNA was ligated under conditions that favor circularization. Only a deletional rearrangement, but not an unswitched locus, leads to successful amplification on a circularized template (38). The frequency of Sμ–Sγ1 switch junctions in Lsh Vav KO B cells was at least fivefold lower than in Ctrl cells (Fig. 5 *B* and *C* and *SI Appendix*, Fig. S10*B*). This suggests that impaired Ig production reflects a defect at the level of joining recombination intermediates.

**Fig. 5.**
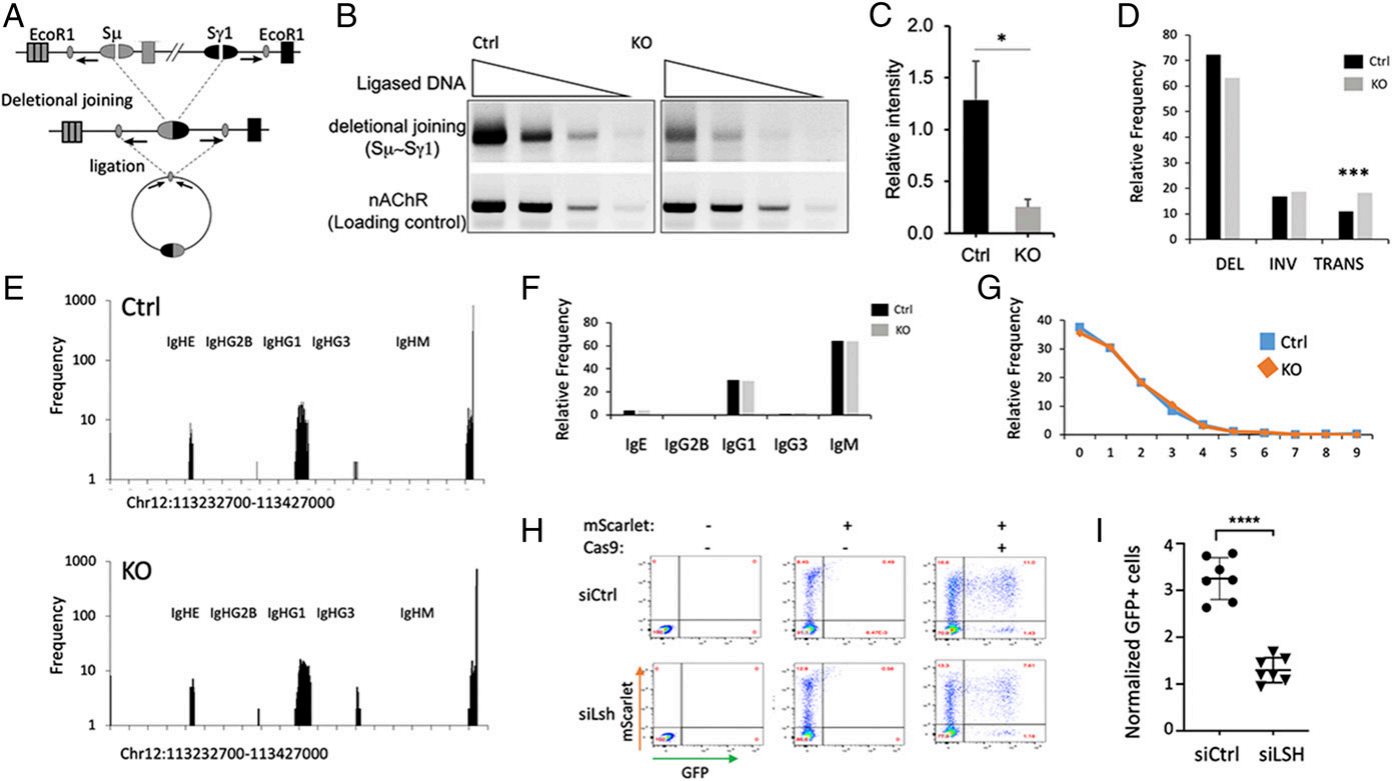
Junction and end-joining analysis. (*A*) Schematic representation of DC–PCR assay. (*B*) DC–PCR results from LPS/IL-4–activated of Lsh Vav KO and Ctrl purified B cells. Amplification of the nAChR locus that does not undergo recombination served as Ctrl for DNA input, efficiency of digestion and circularization. (*C*) Gel band quantification and summary of DC–PCR results including results from *SI Appendix*, Fig. S10. (*D*) HTGTS analysis of junctions derived from LPS/IL4-activated Lsh Vav KO and Ctrl purified B cells to discern deletion (DEL), Inversion (INV), and Translocation (TRANS). χ^2^ statistic, *P* value is <0.00001. (*E*) HTGTS analysis to determine chromosom al distribution of junctions on chr12. (*F*) Quantification of distribution analysis expressed as percentage. (*G*) Microhomology analysis of Sμ-Sγ junctions in Lsh Vav KO and Ctrl purified B cells after 4 d of in vitro stimulation. More than four mice were analyzed per group. (*H* and *I*) U2OS GFP reporter cells were first treated with si(small interfering)Lsh (targeting Lsh) or siCtrl (nontargeting siRNA) for 48 h and then transfected with expression plasmids for Cas9 and guiding RNAs and control expression plasmids and analyzed by flow cytometry after 48 h. *n* = 6 biologic replicates for each group. *P < 0.05; ***P < 0.001; ****P < 0.0001.

To further assess the ability of switch recombination and to gain insights into potential mechanistic defects in the joining process, we sequenced Sµ-Sϒ1 and Sμ-Sε junctions using high-throughput, genome-wide translocation sequencing (HTGTS) (39). After the formation of DSBs, donor and acceptor switch regions are joined by nonhomologous end-joining (NHEJ) (31). When critical factors of the NHEJ pathway are lacking, an alternative joining process is used that favors microhomology (39, 40). Purified Lsh Vav KO B cells and their respective Ctrls were activated for 3 d with LPS and IL4 and recombination junctions recovered through HTGTS. 

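The reads analysed here came from HTGTS of B cells purified from mouse spleen, with 5 Ctrl libraries of 1 mouse each and 8 KO libraries, of which 7 came from 1 mouse each and 1 from a pool of 7 mice. Cells were stimulated with 25 µg/mL LPS and with IL4 for 3 d, which the sample labels give as 72 h and the legend of Fig. 5G as 4 d. The IL4 dose is 25 ng/mL in SI Methods and 10 ng/mL in the sample labels. The authors aligned the reads to mm10 with HISAT, an aligner built for spliced RNA that writes a join between distant sequences as a gap, then pooled the Ctrl libraries and pooled the KO libraries. They deposited 1408 Ctrl reads and 4205 KO reads with their alignment and microhomology length, without the library each read came from. Each group was therefore analysed as 1 pool with no spread between mice, and every test on these reads compares the pools and not the mice. All Ctrl reads came from 1 sequencing run and all KO reads from another, so that the run and the genotype cannot be told apart. Ctrl reads were most often 266 bases long and KO reads were all 301 bases long. In all reads the aligned parts lay on chromosome 12 in the same orientation, the form that a deletion leaves. Inversions and junctions with other chromosomes were not analysed here. The largest gap of each read was taken as its junction, with a median length of 91353 bp in Ctrl and 91862 bp in KO reads. The shortest was 538 bp in Ctrl and 3001 bp in KO reads. SI Methods states that duplicates were excluded, and 254 Ctrl reads (18.0%) and 1200 KO reads (28.5%) had the same position, alignment and sequence as an earlier read. Counting each pair of junction ends once left 666 distinct junctions in Ctrl and 1373 in KO, of which 5 were found in both. Reads were counted as deposited, and each distinct junction was counted once as an alternative. PCR reads without molecular identifiers are not independent molecules, but the intervals and tests on reads treat them as such. Intervals over reads are therefore likely too narrow and their p-values too small, and none covers the spread between mice.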

The relative frequency of deletion versus inversions on chromosome 12 and junctions between chromosome 12 and other chromosomes was statistically significantly different with a slight raise of junctions between the Ig locus and other chromosomes in KO samples compared to Ctrls (Fig. 5*D*). 

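Among the deposited reads, Sγ1 was the most frequent partner of the Sµ sequence next to the HTGTS primer in both groups. Deletions within Sµ shorter than the shortest gaps given below were absent from these reads and do not enter this ranking. Deletions that stayed within Sµ were a smaller share of KO reads, but the 2 pools covered unlike gap lengths. The shortest junction gap was 538 bp in Ctrl and 3001 bp in KO reads, so that shorter deletions were counted in Ctrl only. The far end of the junction lay in Sγ1, the region that precedes the gene for the IgG1 constant part, in 1156 of 1406 Ctrl reads (82.2%, exact binomial 95% interval 80.1 to 84.2%) and in 3742 of 4186 KO reads (89.4%, 88.4 to 90.3%). It lay within Sµ in 141 Ctrl reads (10.0%, 8.51 to 11.7%) and 111 KO reads (2.65%, 2.19 to 3.18%), a difference of -7.38 percentage points (95% interval -9.12 to -5.82, adjusted p = 1.03e-25 from a 2-sided Fisher exact test on reads of the 2 pools with Benjamini-Hochberg adjustment over 5 regions). Of these Ctrl reads, 83 lay in the 1-kb bin from 113424001 to 113425000. No KO read could lie there, since the bin is closer to the primer than the shortest KO gap. The difference was not computed over a common shortest gap. Sε, which precedes the IgE gene, held 64 Ctrl reads (4.55%) and 162 KO reads (3.87%), which did not differ by the same exact test (adjusted p = 0.341). Sγ2b held 1.64% of Ctrl and 1.46% of KO reads, also without a difference (adjusted p = 0.614, exact test). Sγ3 held 14 Ctrl reads (0.996%) and 109 KO reads (2.60%; adjusted p = 0.000335, exact test), but as distinct junctions, which are fewer, these were 9 (1.36%) and 36 (2.62%), and the adjusted p of the exact test was then 0.128. No read ended in the intervals of Ighg2c or Igha, which allows a share of up to 0.213% in Ctrl and 0.0717% in KO. The Ighd interval held 8 Ctrl reads from 2 distinct junctions and 1 KO read.
Positions within Sγ1 also differed between the pools. The median far end in Sγ1 was 113335137 in Ctrl reads and 113334731 in KO reads on chromosome 12 of mm10, in the interval from 113325240 to 113356223 that holds Ighg1 and the sequence upstream of it. The Kolmogorov-Smirnov D was 0.149 (permutation p = 1e-05, the smallest that 100000 resamples can give). As distinct junctions the D was 0.0916 (adjusted permutation p = 0.00474), and the medians were 113334987 and 113334765 (adjusted permutation p = 0.0393). The ends on the primer side in Sµ had medians of 113426599 in Ctrl and 113426603 in KO reads with a D of 0.134 (permutation p = 1e-05, likewise the smallest), while the medians differed by 4 bp (adjusted permutation p = 0.308). In Sε the D of 0.160 did not pass the test (adjusted permutation p = 0.121), and the median differed by -35.5 bp in all reads but by 289 bp among reads that reach the longer read end (adjusted permutation p = 0.503 and 0.00628).
The regions were bounded by the 3′ ends of the annotated constant genes, and Sµ ran from 113418558 to 113428513. Without the Sµ reads in the denominator the share of Sγ1 was 91.4% in Ctrl and 91.8% in KO (adjusted p = 0.640, Fisher exact test). Among reads that reach the longer of the 2 read ends of the Ctrl pool, a setting chosen after the data were seen, the difference within Sµ was -4.14 points and that in Sε -3.30 points (adjusted p = 4.95e-05 and 0.00205, Fisher exact test).

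**Figure D1:**
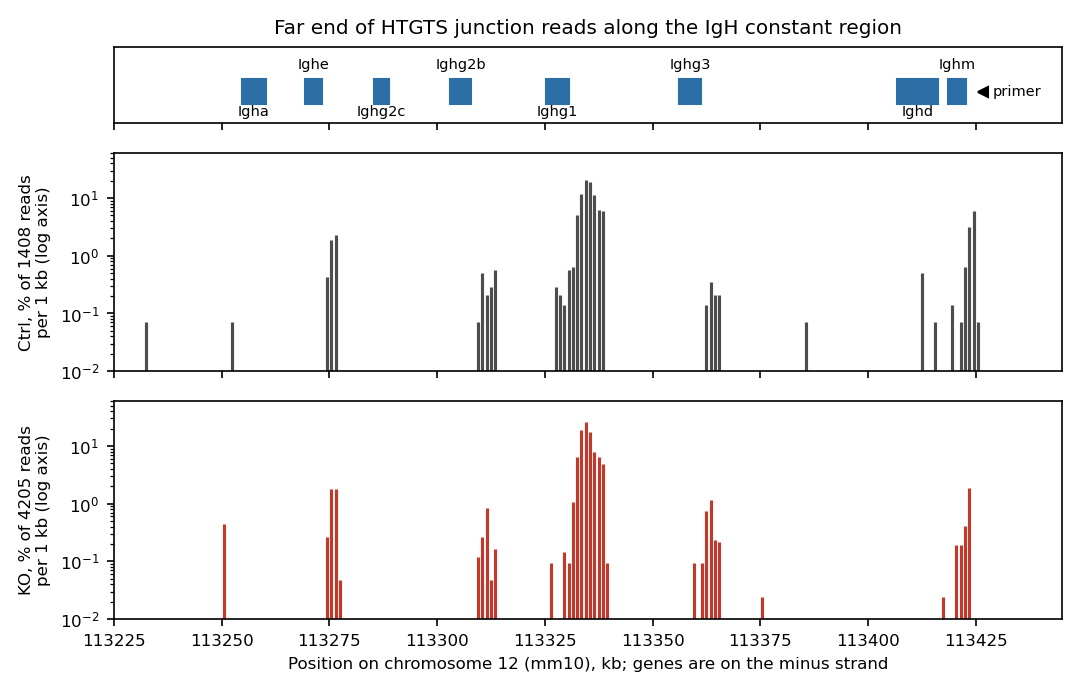
Far ends of junction reads along chromosome 12 of mm10 (x axis, kb), as the percent of the 1408 Ctrl reads (gray) or 4205 KO reads (red) in each 1-kb bin (y axis, log scale), below the annotated constant genes (blue boxes) and the primer (arrowhead). Both pools peak upstream of Ighg1, and the cluster at and upstream of Ighm holds 10.0% of Ctrl and 2.65% of KO reads in the constant region. The shortest junction gap was 538 bp in Ctrl and 3001 bp in KO reads, so the shortest deletions in this cluster were counted in Ctrl only.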

The distribution of junctions within the Ig region was similar comparing KO to Ctrl samples (Fig. 5*E*), with the highest frequency of junctions in the Sµ switch region (63%) followed by the Sϒ1 region (30%) and the remainder in Sε and other regions (Fig. 5*F*). About 35% showed “direct” joins consistent with previously published results (39), and the relative incidence of microhomology usage was unaltered in KO samples compared to Ctrls (Fig. 5*G*), suggesting that there was no increase in alternative joining process in the absence of Lsh function (40).

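Direct joins, in which the 2 ends share no base, made up 453 of 1216 Ctrl junction reads between Sµ and Sγ1 or Sε (37.3%, exact binomial 95% interval 34.5 to 40.0%) and 1428 of 3892 KO reads (36.7%, 35.2 to 38.2%). The difference was -0.563 percentage points (95% interval -3.70 to 2.52, p = 0.733, 2-sided Fisher exact test on reads of the 2 pools). Junctions with 2 bp or more of microhomology were 31.1% of Ctrl and 32.6% of KO reads, a difference of 1.55 points (95% interval -1.48 to 4.49, p = 0.325, Fisher exact test). Long microhomology of 4 bp or more was found in 49 Ctrl reads (4.03%) and 191 KO reads (4.91%; p = 0.215, Fisher exact test). Among Sγ1 junctions alone the direct joins were 36.7% in Ctrl and 36.4% in KO. The mean length was 1.12 ± 1.18 bp (SD over reads) in Ctrl and 1.19 ± 1.26 bp in KO (p = 0.0719, permutation test of 100000 resamples over reads). A single base was shared at 31.7% of Ctrl and 30.7% of KO junction reads. A microhomology of 3 bp was found in 8.22% of Ctrl and 10.7% of KO reads, a difference of 2.44 points (95% interval 0.519 to 4.18, p = 0.0140, Fisher exact test; adjusted p = 0.0840 over the 6 length classes). Over lengths of 0, 1, 2, 3, 4 and 5 bp or more the chi-square statistic was 10.9 on 5 degrees of freedom (p = 0.0529 with n = 1216 Ctrl and n = 3892 KO reads). With lengths of 0, 1, 2 and 3 bp or more, an alternative set before the data were examined, it was 8.93 on 3 degrees of freedom and passed the threshold (p = 0.0302 with the same n = 1216 and n = 3892).
As distinct junctions, 228 of 577 in Ctrl (39.5%) and 460 of 1277 in KO (36.0%) were direct, a difference of -3.49 points (95% interval -8.30 to 1.24, p = 0.161, Fisher exact test). A microhomology of 3 bp was found at 8.15% and 10.0% of distinct junctions (p = 0.230, Fisher exact test). The mean length passed the test in settings chosen after the data were seen, at 0.127 bp longer in KO among reads that reached the longer of the read ends of the Ctrl reads (p = 0.0365, permutation test; chi-square p = 9.08e-06 over lengths) and at 0.128 bp longer without the KO reads that share the most frequent end sequence (p = 0.00321, permutation test). Without these KO reads the share of 4 bp or more was 4.03% in Ctrl and 5.74% in KO (p = 0.0259, Fisher exact test). Over all reads of the files, another setting chosen later, that share was 5.18% in Ctrl and 4.80% in KO (p = 0.569, Fisher exact test) and the mean differed by -0.00266 bp (p = 0.952, permutation test). From the unaltered incidence of microhomology, the paper proposes that alternative joining did not increase in the absence of Lsh.

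**Figure D2:**
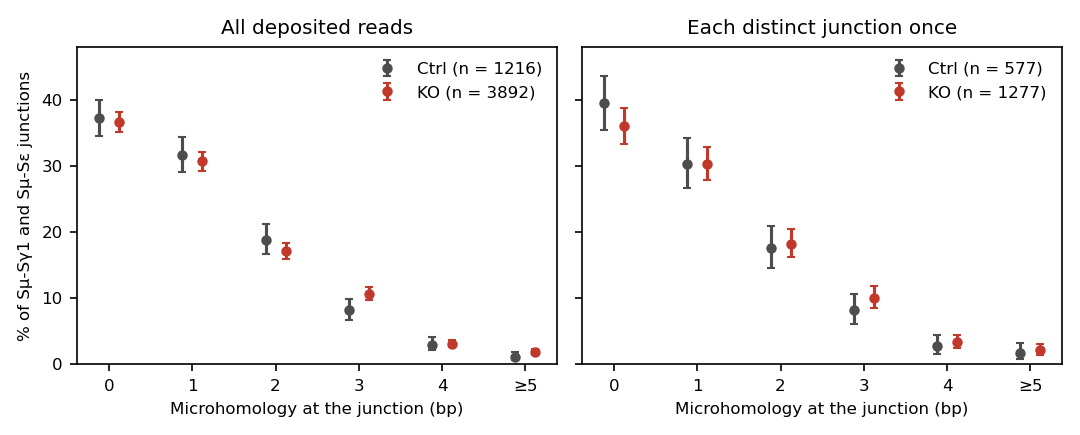
Share of Sµ-Sγ1 and Sµ-Sε junctions (y axis, percent) at each microhomology length (x axis, bp) in the Ctrl pool (gray) and the KO pool (red), for all reads (left) and for each distinct junction counted once (right), with n the number of reads or junctions and bars the exact binomial 95% interval. Direct joins were 37.3% of Ctrl and 36.7% of KO reads, and 39.5% and 36.0% of distinct junctions.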

### Reduced End-Joining Capability in Lsh-Deficient Cells.

To directly assess the capacity of performing the canonical NHEJ in Lsh-deficient cells, we employed a recently developed chromosomal DSB reporter assay that is specific for canonical NHEJ (41). After introduction of Cas9-induced breaks, which comprise predominantly blunt end DSBs, a successful chromosomal repair can be detected by green fluorescent protein (GFP)-based reporter. Human siLsh-treated U2OS cells were examined for GFP expression 2 d after transfection with Cas9 and guiding RNA and compared to siCtrl-treated cells. We normalized the frequency of GFP+ cells to transfection efficiency using parallel transfections with a Scarlet or DsRed expression vector. We observed a significant reduction of GFP expression in Lsh knockdown cells (Fig. 5 *H* and *I*). In addition, we measured the efficiency of transfection directly using Cas9 antibodies and found a similar reduction of GFP expression in Lsh-depleted cells (*SI Appendix*, Fig. S11 *A*–*D*). Thus, Lsh depletion diminishes the ability to perform end joining efficiently which impairs CSR proficiency and leads to immunodeficiency.

## Discussion

ICF is a rare and recessive autosomal disorder, and the first documented case was reported several decades ago (42). Although gene mutations have been identified as the cause of the ICF syndrome, the molecular pathways leading to its clinical manifestation have not yet been unraveled. We report here a cell-autonomous effect of Lsh in blood cell development and a critical role for Lsh in B cell maturation. While IgM expressing B cells can evolve at normal frequency, isotype generation is compromised in the absence of Lsh. Our molecular studies reveal an impairment at the level of CSR, and Lsh-deficient B cells show a reduced capacity to form junctions using the nonhomologous end-joining pathway.

Since the mutation in ICF patients occurs in all tissues and cell lineages, it was unclear if the hematopoietic phenotype is due to intrinsic or extrinsic defects such as the bone marrow microenvironment, the vasculature, or hormones (43, 44). Our results point to a hematopoietic cell-autonomous defect in the absence of Lsh. This has implications for future treatment of ICF patients, since, for example, genome editing of stem cells becomes a potential therapeutic strategy in the treatment of ICF4 patients (45). Many factors regulate hematopoiesis, including IL-7 which impairs B cell development (46, 47). However, a defect in IL-7 production cannot account for our findings, since IL-7 is predominantly produced by cells which are not of hematopoietic origin (46, 47), and our results demonstrate a hematopoietic cell-intrinsic defect. While we do not have proof that Lsh has a B cell intrinsic effect, it is a possibility, and reduced IL-7 receptor alpha expression or impaired Stat5 activation may contribute to the phenotype (46, 47). Several changes in chromatin configuration must occur during B cell activation (48). Since Lsh function influences chromatin accessibility and transcription factor binding at enhancer sites (10, 13), it is possible that Lsh may promote B development in part via its epigenetic effects.

Interestingly, the depletion of B cells and skewed T cells was only detected after hematopoietic reconstitution. T cells in the spleen displayed reduced numbers while thymus subsets were unaltered, suggesting a peripheral mechanism which may involve a weakened responsiveness to MHC interactions, cytokine or chemokine signaling, leading to reduced survival of the peripheral T cell pool (49, 50). The results of transplantation assays showed reduced numbers of Lsh-deficient B cells in peripheral blood, spleen, and bone marrow and a marginal decrease of the survival of Lsh-deficient B cells in vitro. An exhaustion phenotype due to proliferative stress can become apparent after transplantation and is sometimes not found in the mutant mice themselves (51). Since donor cells that have been injected in lethally irradiated mice expand rapidly more than 200-fold (52), it is conceivable that replicative stress associated with BMT may affect cellular fitness of Lsh-deficient cells in vivo. Genomic instability is a hallmark of the ICF syndrome (24, 25), and DNA damage may accumulate over time through many cycles of replication and contribute to the reduction of lymphocyte numbers after BMT.

The ICF syndrome shows great clinical variability (24, 25), and some but not all ICF1/ICF2 patient lymphocytes show reduced proliferation in culture (53, 54). Reduced growth and increases in the DNA damage marker gammaH2AX were found in an ICF4 patient-derived cell line and a Lsh KO cell line (55). However, we do not observe significant increases in cell death/apoptosis or reduced growth in Lsh-deficient lymphocytes (without BMT) in short-term in vitro cultures, and a report using primary lymphocytes derived from an ICF4 patient found normal proliferation in response to mitogens and is consistent with our results (30). Furthermore, ICF4 patients have normal peripheral B and T cell numbers (29, 30), consistent with our observation in Lsh-deficient mice that are not undergoing bone marrow reconstitution. The reported differences in cellular survival may be due to the use of an aneuploid transformed cell line (55, 56) versus primary cells (this study and Kubota et al. (30)), culture conditions, the use of IL-4 which promotes B cell survival (57, 58), the duration of cell culture since prolonged culture can perturb DNA methylation patterns in lymphoid cell lines including satellites (59), or the age of the subject from which ICF cells are derived (we used young mice). As mentioned above, a small degree of genomic instability can accumulate over time and may lead to increases in cell death after many cycles of expansion in recurrent immune responses. This can explain the observation that young ICF patients show generally normal numbers of peripheral lymphocytes, whereas older patients have reduced lymphocyte numbers (53, 60, 61). However, other explanations are possible, and more research to understand the nature of reduced B cell numbers in some ICF patients will be interesting in the future. It should be also noted that the heterogeneity of phenotypes among ICF patients in general and among ICF4 patients may be expected since they suffer from diverse genetic mutations that may lead to deletion, malfunction, or negative dominant forms of the protein (24–26, 53, 54, 60–62). Only a few ICF4 patients and HELLS mutation patterns have been reported so far, but other HELLS mutations in ICF4 patients may be described in the future that may cause a defect in B cell numbers as observed in the BMT mice model.

The main symptom of ICF patients is their lack of Ig isotypes (24–26). The generation of isotypes depends on switch recombination, a process that involves breaking and rejoining highly repetitive switch regions in the IgH locus. Our data indicate that the initiation of switch recombination, including induction of AID, generation of accessibility at switch regions and germline transcripts, and formation of DSBs, does not require Lsh. Instead, we provide evidence that the completion of recombination, namely, the joining, is compromised in the absence of Lsh. Since the balance of canonical and alternate end joining is undisturbed as measured by high-throughput sequencing, both pathways appear impacted by Lsh deletion. A recent study reported reduced NHEJ activity in Lsh-deficient cells using a reporter system which requires NHEJ for repair of DSBs induced by SceI expression (55). We extend and confirm their observations using Cas9-induced NHEJ repair and controlling transfection efficiency using a coexpression vector or measuring Cas9 expression. The previous study suggested an involvement of Ku70/80 in the Lsh-mediated repair pathway, but our high-throughput sequencing approach did not reveal a shift to microhomology usage as has been reported in Ku70- or Ku80-deficient B cells (39). In addition, Ku-deficient mice lack B cells since Ku proteins are critical for V(D)J rearrangement, and switch recombination can only be studied after complementation with Ig heavy chain transgenes (63). In contrast, the current study shows normal numbers of B and T cells in adult animals without BMT. More than a dozen molecules are involved in CSR (31, 64), including those involved in the DNA damage response, components of the NHEJ pathway, and factors that induce topological changes in the nuclear architecture (48), and it is possible that Lsh promotes NHEJ activity by modulating known pathways. Interestingly, CSR of IgG2b was not significantly affected in Lsh-deficient B cells. This is not a unique phenomenon, since it was previously reported that individual constant regions can be affected to a variable degree or may be not affected at all during CSR upon depletion of factors influencing NHEJ ability and CSR efficiency (65–67). We can only speculate about the basis for this difference with respect to Lsh’s effect on CSR, but the spatial organization of the Ig locus, the process of loop extrusion, and the stability of the complex that brings broken ends together play a role in CSR (31, 48, 68). It is possible that Lsh’s effect on the chromatin environment is regionally diverse and that this may affect the formation and stability of long-range synapses of different switch regions distinctively. It is also plausible that local changes in the chromatin environment may affect the recruitment signal for end-joining factors diversely, or a locally altered chromatin structure may affect their accumulation differently. While the ability of end joining is reduced at our chromosomal DSB reporter assay, local Lsh effects on the chromatin environment in the Ig locus may exacerbate or ameliorate the detrimental effect on CSR at distinct switch regions differently. It will be interesting to investigate in future studies if and how Lsh affects the chromatin environment in a way that is favorable for successful resolution of DSBs during CSR.

## Materials and Methods

### Generation of Conditional Lsh KO Mouse Strains.

The targeting vector was constructed by cloning 5 kb upstream homologous region including exon7-10 and 2 kb homologous sequence downstream of exon 10. The construct was modified to add two loxP sites 5′ of exon 9 and 3′ of exon 10, a reversed FRT-PGK-Neo-FRT cassette, and a Herpes Simplex Virus thymidine kinase element as a negative selection marker (Fig. 1*A*). The targeting vector was electroporated into 129iTL1 embryonic stem cells (ESCs), and targeted ESC clones were screened for correct homologous recombination by long-range PCR analysis (*SI Appendix*, Fig. S1 *A*–*D*). Mutant ESC clones were injected into C57/B6 carrier blastocysts and transplanted into foster CD1 mothers. Chimeric offspring was bred with wild-type C57BL/6 mice (Charles River Laboratories) to generate Lsh flox/+ mice and with actin-Flp transgenic mice (The Jackson Laboratory) to delete the neomycin cassette flanked by Frt sites. Detailed descriptions of the experiments and computational analyses are provided in *SI Appendix*. Animal care was provided in accordance with the procedures outlined in the “Guide for Care and Use of Laboratory Animals” (69).

## Supplementary Material

Supplementary File

## Data Availability

All relevant data are included in the main manuscript and the *SI Appendix*. High-throughput sequence analysis is available under Gene Expression Omnibus submission GSE150423.

# Supplementary material for: Lsh/HELLS is required for B lymphocyte development and immunoglobulin class switch recombination
**Source:** Proc Natl Acad Sci U S A. 2020 Jul 29;117(33):20100–8. doi: 10.1073/pnas.2004112117

Supplemental Information

- 1. Material and Methods**
- 2. Table S1**
- 3. Table S2**
- 4. Supplemental Figure Legends**
- 5. Supplemental Figures**

1. Material and Methods

Construction of the targeting vector

To generate conditional knockout alleles of *Lsh*, the targeting vector was constructed by cloning 5 kb upstream homologous region including exon7-10 and 2 kb homologous sequence at downstream of exon 10. The construct was modified to add two loxP sites at upstream of exon 9 and downstream of exon 10 followed by a reversed FRT-PGK-Neo-FRT cassette using a series of conventional and recombination-mediated cloning methods. The resulting plasmid contains an HSV-thymidine kinase (Tk) element as a negative selection marker (Fig 1A). The *Lsh* conditional knockout targeting vector sequence was verified by conventional DNA sequencing.

Generation of conditional *Lsh* knockout mouse strains

To generate conditional *Lsh* knockout mice, the targeting vector was electroporated into 129iTL1 embryonic stem cells (ESCs) by standard methods at NCI. After selection with G418 and ganciclovir (Sigma), ESC clones were screened for correct homologous recombination by long-range PCR analysis (Fig. Supplement 1A-B). The PCR primers used to screen positive ESC clones are as follows: F1: 5-TACCCATCGTCTTCTTAAACCTCTT-3; F2: 5'-CAAACGTGTCACGCCAAGATATC-3; F3: 5-CTCATGCGTTCTTGCTTCTTCACA-3; F4: 5-CGCATCGCCTTCTATCGCCTTCTT-3. The 5.7 kb PCR products from positive ES clones were digested with *Sac* I to confirm the correct knock-in of the upstream loxP site containing a *Sac* I recognition sequence (Fig. S1C). Mutant ESC clones were injected into C57/B6 carrier blastocysts and transplanted the same day into foster CD1 mothers. Chimeric offspring was bred with wild-type C57BL/6 mice (Charles River laboratories) to generate *Lsh* flox/+ mice. To delete the neomycin cassette flanked by Frt sites, the *Lsh* flox/+ mice were bred with actin-Flp transgenic mice (The Jackson Laboratory) and the pups were genotyped using the following primers: F5: 5-TTGTCATAGAAAGATTGTGATTA-3; F6: 5-GAGTACCATCCACAGTTCTAAAAA-3. *Lsh* flox/+ mice were identified by PCR of the flanking region of the first loxP site using primer pairs: F7: 5-GTGCATTGGATCCTTTGTGGC-3 and F8: 5-CATTTCCACTTTAAACACTCAG-3. *Lsh* flox/+ mice were maintained in a mixed genetic background from 129 Sv and C57Bl/6 J strains. To delete exon 9 and exon 10 *Lsh* flox/+ mice were

intercrossed with actin-Cre recombinase, Mx1-Cre recombinase or Vav-iCre recombinase transgenic mice (The Jackson Laboratory). Actin-Cre recombinase strain display Cre recombinase activity in all cells of the embryo by the blastocyst stage of development and delete the gene of interest in all tissues. The Mx1 strain has the Cre-recombinase under the control of the Mx1 promoter, which can be induced to high levels of transcription by administration of double-stranded RNA such as poly (I:C). Vav transgenic mice express Cre recombinase under the control of the mouse vav 1 promoter directing Cre recombinase expression to hematopoietic cells and their progenitors. CD45.1 C57BL/6 mice were purchased from Charles River laboratories. All mice were housed in the Frederick National Laboratory and treated with procedures approved by the National Institutes of Health Animal Care.

Poly (I:C) treatment and bone marrow transplantation

For non-competitive BMT (100% chimeras) mice from intercrossing with the Mx1 strain were grouped after genotyping and 10-week-old mice were intraperitoneally injected with 5 mg/kg of poly (I:C) (InvivoGen) every other day for three injections. Two weeks after the last injection, mice were euthanized, and bone-marrow cells were flushed from the tibias and femurs and washed three times in PBS. 8-week-old CD45.1+ recipients were irradiated with 10 Gy from a ¹³⁷Cs source and reconstituted by lateral tail vein injection with 1×10^6 freshly isolated bone marrow cells from donor mice.

For a competitive BMT (50:50 chimeras), we prepared bone marrow cells from Mx1 cre mice as described above. Briefly, 5×10^5 bone marrow cells carrying CD45.2 from 8-week-old Mx1 cre+ Lsh F/+(Ctrl) or Lsh F/F(KO) mice were mixed with equal amount of bone marrow cells from wild type congenic strain C57BL/6-Ly5.1 carrying CD45.1. These cells mixture was injected to lethally irradiated (10 Gy) female B6-Ly5.1 recipient mouse. Mice recovered 8 weeks prior to analysis.

B Cell Isolation and *in vitro* Cell Culture

B cells were isolated using immunomagnetic separation (Miltenyi Biotec) to sort for splenic CD43⁺ CD19⁺ B220⁺ B cells. For enrichment of CD45.2+ B cells (donor) from spleens of CD45.1/CD45.2 (50 : 50 mixture) transplanted recipients, cell suspensions were first negatively isolated by depletion of CD45.1+ cell prior to B cell isolation. B cells were cultured in RPMI 1640

supplemented with 10% FBS, 10 μ M β -mercaptoethanol, 1mM sodium pyruvate and 1 $\times$ GlutaMAX(Thermo Fisher). Naive B cells were stimulated at 0.5×10^6 /mL density to induce CSR to IgG3 (25 μ g/mL LPS) or IgG1 (25 μ g/mL LPS and 25 ng/mL recombinant IL-4) or IgG2a(25 μ g/mL LPS and 20 ng/mL IFN γ), CSR efficiency was analyzed by FACS after 3 days of stimulation.

EdU Cell Proliferation and CFSE Dilution Assay

Purified B cells were seeded into 6-well plates with a cell density of 1 million per well. cells were stimulated with LPS and IL4 for 3 days and counted again. 1 million cells were harvested and labeled with 10 μ M EdU in medium for 4 hours in 37C° incubator. Cells were spin down at 300g for 5 min and fixed in Thermo Fisher Fix/perm solution (00-5123-43) for 15 min at room temperature. Then the cells were incubated with eBioscience Permeabilization Buffer (00-8333-56) for another 15 min and was washed by cold PBS once. Azide-Alex488 fluorescent dye click it reaction buffer was prepared according to manufacture (C10276). Cells was incubated with this reaction buffer for 30 min at room temperature and was washed by 1 ml cold PBS once. Then the cells were subjected to flow cytometry analysis.

For the CFSE dilution assay, purified spleen B cells were pulsed with 5 μ M CFSE (Life Technologies), washed, and cultured in the presence of LPS plus IL- 4. Cells were collected 4 days after CFSE pulsing and IgG1 CSR stimulation, stained with anti-mouse IgG1 APC conjugation. The concentration of pulsed CFSE decreases as the cells divide, and thus the fluorescent intensity of CFSE reflects the stages of cell division.

Cell Apoptosis assay

Harvest the cells and resuspend 5×10^5 cells in 200 μ L of Annexin V binding buffer containing 5 ul of Annexin V-FITC and incubate for 10 min at room temperature. Then cells were washed in 200 μ L Binding Buffer (1x) and resuspend in 190 μ L binding buffer (1x). 10 μ L Propidium Iodide (20 μ g/mL) was added to the cell suspension. Samples were ready for FACS analysis.

Fluorescent Inhibitor Based Active Poly Caspases Detection Assay

Cells were harvested and resuspended to a concentration of 1×10^6 cells/mL in culture media. 300 μ L of cell suspension was transferred to flow tubes, 10 μ L of 30X FLICA(V35117) working solution

was directly added to the 300 μ L cell suspension. Cells were mixed by flicking tubes and then was incubated 60 minutes at 37°C and 5% CO₂, protected from light. Make sure to mix the tubes twice during incubation to minimize cell settling. Applying 2ml 1X wash buffer to each tube to wash samples. Pellet the cells by centrifugation. Cells were resuspended in 1 mL of wash buffer and wash again. The supernatant was discarded, and cells were resuspended in 400 μ L of 1X wash buffer. 2 μ L of propidium iodide was added to the cell suspension and incubate for 10 minutes on ice. The samples were ready for FACS analysis.

DC-PCR analysis

The DC-PCR assay was performed as previously described (1). In brief, genomic DNA was isolated from day 4 LPS plus IL4 stimulated B cells and subsequently purified using Blood and tissue kit (QIAGEN). Five micrograms of genomic DNA were digested overnight with 20 U of EcoRI (New England biolab). Ligations were performed under diluted conditions to promote circularization. Digested DNA was ligated overnight at 16°C with a concentration of 1.8 ng/ μ L in a total volume of 100 μ L per reaction. Three to four ligation reactions were pooled, ultrafiltration concentrated and serially diluted at a 1:2 ratio prior PCR analysis. PCR analysis was performed in 50 μ L per reaction using standard protocol of MyTaq polymerase (Bioline) with serially diluted DNA. Primers were designed to amplify the S μ -S γ 1 rearrangements that occur during CSR to IgG1 in direct chromosomal joining of S μ -S γ 1 with excision of circular. As a control for EcoRI digestion and circularization of input DNA, amplification of an EcoRI fragment of nicotinic acetylcholine receptor B subunit gene (nAChR) was performed, which, after EcoRI digestion and circularization, generates a 753-bp DC-PCR product. Primers are listed in Supplemental Table 1.

Biotin-Labeling DNA Break Assay.

The biotin-labeling DNA break assay was performed as described previously (2) with a slight modification. To remove dead cells, 5 million cells were layered on lymphocytes separation medium (Lonza, 1.077g/mL) and centrifuged at 1,500 g for 25 min at room temperature. Live cells were collected from the interface between the two layers. Cells were washed in cold PBS and then fixed with 1 mL of fixation buffer (1.5g of bronopol, 1.5g of diazolidinyl urea, 0.6 g of zinc sulfate heptahydrate, 0.145 g of sodium citrate dihydrate and 50 mM EDTA in 50 mL H₂O) for 15

min at room temperature. Then the cells were washed again in cold PBS and sequentially resuspended into cold buffer A [0.25% TritonX-100, 10 mM EDTA, 10 mM Hepes (pH 6.5)], cold buffer B [200 mM NaCl, 1 mM EDTA, 10 mM Hepes (pH 6.5)]. Nuclei were permeabilized with buffer C [100 mM Tris-HCl (pH 7.4), 50 mM EDTA, 1% TritonX-100] for 30 min on ice. Cells were sequentially washed in cold PBS and TdT buffer, then resuspended into 100 μ L of TdT buffer with 3 μ L of 1 mM biotin-16-dUTP (Biotium) and 60 U of TdT (New England Biolabs), then incubated for 1 h at 37 °C. After that, the cells were washed with buffer D [100 mM Tris-HCl (pH 7.4), 150 mM NaCl], resuspended into lysis buffer [10 mM EDTA, 10 mM Tris-HCl (pH 8.0), 150 mM NaCl, 0.1% SDS, 0.2 mg/mL of proteinase K], and then incubated overnight at 56 °C. Genomic DNA was isolated by phenol/chloroform extraction. Genomic DNA (10mg) was digested with HindIII overnight at 37 °C. Biotinylated fragments were captured with 20 μ L of streptavidin magnetic beads (Dynabeads™ MyOne™ Streptavidin C1). The particles were washed with 300 μ L of TE 3 times and then resuspended into 30 μ L of 10 mM Tris-HCl (pH 8.0). Two μ L of the beads was used for PCR, and 1 μ L of Hind III digested DNA for each sample was used as input. PCR reactions were set up following standard protocol of Q5 hot start polymerase from New England Biolabs. Primer sequences are provided in table 1.

END-seq analysis

End seq analysis was performed as previously described (3). B Cells were stimulated with LPS, IL4 and anti-CD180 for 48 hours. About 15 million B cells in single cell suspension were embedded in a single agarose plug. Agarose plugs were treated with Proteinase K and RNase A to recover DNA. After blunting and A-tailing the DNA ends, DNA was ligated to a biotinylated hairpin adaptor containing a 3' T overhang and Illumina's p5 sequence. Subsequently, the agarose plugs were melted, and DNA was extracted and sheared, and biotinylated DNA enriched over streptavidin-coated beads. The new ends created by sonication were also end repaired and A-tailed, allowing ligation of a second hairpin adaptor containing Illumina's p7 sequence which was used for subsequent library amplification and high throughput sequencing. The number of mapped reads is thought to correlate with the frequency of DNA ends in the cell population. Supplemental Table S2 displays normalized tag numbers for the immunoglobulin heavy chain region for CTRL and KO samples presented as sum or mean per 5kb bins across the genome (MM10 annotation).

RT-PCR analysis

mRNA levels for AID, post-spliced germline transcripts, and post-switch transcripts were measured as previously described (4). Total RNA was extracted from purified CD19+ B cells stimulated 24h for detection of germline transcripts or 72h for detection of AID and post-transcripts using RNeasy Mini Kit (QIAGEN) and reverse-transcribed with iScript cDNA Synthesis Kit (Biorad). Transcripts were amplified using MyiQ2 two colors Real-Time PCR detection system (Biorad) with iTaq Universal qPCR Mastermix (Biorad). Primers used for qPCR are listed in Supplemental Table 1.

Linear Amplification-Mediated High-throughput genome-wide translocation sequencing (LAM-HTGTS)

LAM-HTGTS libraries were generated as previously described (5). Briefly, genomic DNA was extracted from cultured mouse splenic B cell and subjected to sonication to generate DNA fragment with average size of 750bp. 

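The biotinylated LAM-PCR primer, CAGACCTGGGAATGTATGGT, has a single perfect match on chromosome 12 of mm10, from 113426771 to 113426790 on the minus strand. Its site overlaps no annotated gene. It lies 4041 bp upstream of the annotated 5′ end of Ighm and 1724 bp downstream of Ighj4, the J segment nearest to the constant genes. The IgH genes are on the minus strand, so that extension from the primer proceeds toward Sµ and Ighm and crosses any junction formed there.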

Then LAM-PCR was performed using a single biotinylated primer (CAGACCTGGGAATGTATGGT) for 80 cycles using Phusion polymerase (thermo scientific). Biotinylated DNA fragments were captured with Dynabeads MyOne streptavidin C1 beads (Invitrogen) at room temperature for 4 hr, followed by on-bead ligation at 25°C with bridge adapters for more than 6 hr in the presence of 15% PEG-8000 (Sigma) and 1 mM hexamine cobalt chloride (Sigma). After washing beads with 1X B&W buffer three times, ligated products were subjected to 17 cycles of on-beads PCR with Phusion polymerase followed by PCR purification Kit (Qiagen). In order to add Illumina Miseq-compatible adapters at 5' and 3' ends, a third round of tagging-PCR was carried out for another 16 cycles with Phusion polymerase. PCR products were size separation for DNA fragments between 500-1000 bp on the 1% agarose gel and apply to column purification using QIAquick gel extraction Kit (Qiagen) before loading onto Illumina Miseq machine for sequencing. Samples were processed through HISAT (6) to align to reference mouse genome MM10 and duplicates were excluded from analysis. Output was for Sequence/Binary Alignment Map (SAM/BAM) (7) files and parsed and analyzed using custom programs. CTRL samples and KO samples were pooled and samples with suggested insertions of nucleotides were excluded from analysis. Samples with microhomology ≥ 1 were further

processed with the UCSC genome browser BLAT program to determine junctions. 

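The deposited reads give the positions of the 2 junction ends for the 895 Ctrl and 2674 KO reads with microhomology of 1 bp or more, and none for direct joins. In the mm10 sequence, the bases shared by the 2 stated positions numbered exactly the stated microhomology for 883 of these Ctrl reads (98.7%) and 2669 KO reads (99.8%). The stated positions of 3 Ctrl and 5 KO reads lay outside the locus or in reverse order, and the alignment was used for the ends of all reads. The lengths were also derived anew from each read by placing the junction at every base between its 2 aligned parts and counting the placements that matched the reference best. The length was then the same as the stated one in 1330 of 1403 Ctrl reads (94.8%) and 4102 of 4199 KO reads (97.7%). With these lengths direct joins between Sµ and Sγ1 or Sε were 37.1% in Ctrl and 35.7% in KO (p = 0.356, Fisher exact test). On 2000 simulated joins of Sµ and Sγ1 with 0.5% sequencing errors, 99.1% of the lengths were recovered. Mismatches to mm10 were more frequent in the reads, at 0.815% in Ctrl and 0.664% in KO, and 55.95% of the simulated joins were direct. The simulated share is thus not the accuracy on these reads.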

Samples were also processed through Lumpy (8) software to detect structural variants by using the lumpyexpress program. Lumpy produces output in variant call format (VCF) files and SAM files and suggested breakpoints are depicted in Fig5E.

ChIP-qPCR assay

ChIP (chromatin immunoprecipitation) assays were carried out as described (9). Briefly, cells were cross-linked with 1% formaldehyde, lysed, and sonicated on ice to generate DNA fragments with an average length of 200-800 bp. 1% of each sample was saved as input fraction. Immunoprecipitation was performed using gamma-H2AX antibody (Abcam, ab2893) or IgG (Millipore, 12-370) as control. After reversal of cross-linking, precipitated DNA was suspended in 50 µl of Nuclease-Free water and analyzed by qPCR using the specific primers shown in Supplemental Table 1. The normalization method for ChIP analysis is percent of input. Each ChIP result represents the average of four samples (mean ± SD).

Flow cytometry and cell sorting

We analyzed single-cell suspensions from various mice organs by flow cytometry using antibodies (eBioscience) conjugated with PE, PE-Cy5, PE-Cy7, FITC, APC, APCeFlour780, eFluor450 or Pacific Blue: Mac-1/CD11b (17-0112-82), Gr-1 (12-5931-82), CD8 (17-0081-82), CD4 (12-0042-85), CD71 (17-0711-82), TER119 (12-5921-82), B220 (12-0452-83), CD19 (17-0193-82), IgM (12-5890-82), Mouse Hematopoietic Lineage eFluor450 Cocktail kit (88-7772-72), Sca1 (17-5981-82), c-Kit (12-1172-82), Flt3 (15-1351-81), CD45.2 (11-0454-82). For EdU incorporation and apoptosis assay, EdU Staining Kit (eBioscience) and Annexin-V/PI and 7-AAD staining kit (Thermo Fisher) were used according to the manufacturer's instructions. We analyzed all samples on a FACSCanto, LSR II cytometer (BD Biosciences), or sorted them on a FACS Aria (BD Biosciences) using standard protocols and analyzed the data with FlowJo software.

Enzyme-linked immunosorbent assay

Mouse serum IL-4, IFN-γ, IL-2, IL-6, IL10 and IL-1β cytokines were measured using ELISA kits (R&D and eBioscience) following the manufacturer's instructions. Mouse serum or IL-4/LPS stimulated

splenocytes supernatants Ig isotypes were determined using Mouse Ig Isotyping ELISA Kit (eBioscience, 88-50630-86) according to the manufacturer's instructions.

GFP based chromosomal DSB NHEJ repair assay

For the DSB repair assays (10), U2OS cells (a kind gift from Dr Jeremy Stark) were seeded at a cell density of 0.2×10^5 cells per well of a 12-well plate. Each well was firstly transfected with 3.75 pmol of siRNA together 3 μ l of RNAiMAX for 2 days, then transfected with 1 μ g of each sgRNA/Cas9 plasmid (a kind gift from Dr Jeremy Stark) using 4 μ l of PEI in 1ml complete culture medium. Cells were analyzed by flow cytometry days post transfection. The frequency of GFP+ cells was normalized to transfection efficiency, which was measured using parallel transfections with a DsRed-expression vector (Clontech). For example, if a Cas9/sgRNA transfection resulted in 3% GFP+ cells, and the transfection frequency for that cell line in the parallel experiment is 30% DsRed+, then the normalized repair frequency is 10% GFP+. We also used Cas9-PE antibody (CST) to stain intracellular Cas9 protein to assess cells successfully transfected. In this way, GFP+ cells are normalized to Cas9-PE+ cells. Each bar represents the mean of at least 3 independent transfections, error bars represent standard deviation, and statistics are as described in the figure legends.

Statistical analysis

Statistical analyses were performed with GraphPad Prism software by using unpaired, 2-tailed Mann-Whitney test unless otherwise stated. Data represent the mean $\pm$ SD, $P < 0.05$ was considered a statistically significant difference.

References

1. Dong J, et al. (2015) Orientation-specific joining of AID-initiated DNA breaks promotes antibody class switching. *Nature* 525(7567):134-139.
2. Doi T, et al. (2009) The C-terminal region of activation-induced cytidine deaminase is responsible for a recombination function other than DNA cleavage in class switch recombination. *Proceedings of the National Academy of Sciences of the United States of America* 106(8):2758-2763.
2. Doi T, et al. (2009) The C-terminal region of activation-induced cytidine deaminase is responsible for a recombination function other than DNA cleavage in class switch recombination. *Proceedings of the National Academy of Sciences of the United States of America* 106(8):2758-2763.
4. Muramatsu M, et al. (2000) Class switch recombination and hypermutation require activation-induced cytidine deaminase (AID), a potential RNA editing enzyme. *Cell* 102(5):553-563.
5. Hu J, et al. (2016) Detecting DNA double-stranded breaks in mammalian genomes by linear amplification-mediated high-throughput genome-wide translocation sequencing. *Nature protocols* 11(5):853-871.
6. Kim D, Langmead B, & Salzberg SL (2015) HISAT: a fast spliced aligner with low memory requirements. *Nature methods* 12(4):357-360.
7. Li H, et al. (2009) The Sequence Alignment/Map format and SAMtools. *Bioinformatics (Oxford, England)* 25(16):2078-2079.
8. Layer RM, Chiang C, Quinlan AR, & Hall IM (2014) LUMPY: a probabilistic framework for structural variant discovery. *Genome biology* 15(6):R84.
9. Nelson JD, Denisenko O, & Bomsztyk K (2006) Protocol for the fast chromatin immunoprecipitation (ChIP) method. *Nature protocols* 1(1):179-185.
10. Bhargava R, et al. (2018) C-NHEJ without indels is robust and requires synergistic function of distinct XLF domains. *Nat Commun* 9(1):2484.

2. Table S1. Primer design

Primer	5'-3'
**germline transcript**	
Ig1_F	GGCCCTTCCAGATCTTTGAG
Cg1_R	GGATCCAGAGTTCCAGGTCCT
Ig3_F	TGGGCAAGTGGATCTGAACA
Cg3_R	CTCAGGGAAGTAGCCTTTGACA
Ig2a_F	GGCTGTTAGAAGCACAGTGACAAAG
Cg2a_R	CACATTGCAGGTGATGGtcTGG
**post-switch transcript**	
Ighj4_F	ATTACTATGCTATGGACTACTGGGG
Cg1_R	GGATCCAGAGTTCCAGGTCCT
Cg3_R	CTCAGGGAAGTAGCCTTTGACA
Cg2a_R	CACATTGCAGGTGATGGtcTGG
Ce_R	CCAGGGTCATGGAAGCAGTG
AID_F	AGATAGTGCCACCTCCTGCTCACTGG
AID_R	GGCTGAGGTTAGGGTTCCATCTCAG
**ChIP**	
Sμ_F	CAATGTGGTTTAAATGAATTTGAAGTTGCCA
Sμ_R	TCTCACACTCACCTTGGATCTAAGCACTGT
Sγ1_F	AGTGTGGGAACCCAGTCAAA
Sγ1_R	GTACTCTCACCGGGATCAGC
**DC-PCR**	
DC_Sγ1_F	CATGAGAGCTGGAGCTAGTATGAAGGTG
DC_Sγ1_R	ACTGACTGACTGAGTGTCTCTCAAC
nAChR_F	GACTGCTGTGGGTTTCACCCAG
nAChR_R	GGCGCGCACTGACACCACTAAG

3. Table S2. Read numbers of CTRL and KO samples derived by End-seq analysis for the IgH constant region locus (MM10)

chr	start	end	ctrl sum	ctrl mean	KO sum	KO mean
chr12	113130000	113134999	93.4248	0.0187	43.5001	0.0087
chr12	113135000	113139999	56.9602	0.0114	11.7818	0.0024
chr12	113140000	113144999	83.8686	0.0168	39.7140	0.0079
chr12	113145000	113149999	148.5304	0.0297	79.4280	0.0159
chr12	113150000	113154999	49.5101	0.0099	103.2564	0.0207
chr12	113155000	113159999	172.3895	0.0345	275.6946	0.0551
chr12	113160000	113164999	145.8898	0.0292	81.4137	0.0163
chr12	113165000	113169999	176.7590	0.0354	75.2448	0.0150
chr12	113170000	113174999	96.1597	0.0192	164.9720	0.0330
chr12	113175000	113179999	133.5044	0.0267	86.7619	0.0174
chr12	113180000	113184999	174.4643	0.0349	131.0032	0.0262
chr12	113185000	113189999	191.0305	0.0382	83.3994	0.0167
chr12	113190000	113194999	115.1464	0.0230	68.2551	0.0137
chr12	113195000	113199999	123.6339	0.0247	69.4465	0.0139
chr12	113200000	113204999	167.2028	0.0334	53.6139	0.0107
chr12	113205000	113209999	138.8798	0.0278	184.6701	0.0369
chr12	113210000	113214999	195.6829	0.0391	190.7861	0.0382
chr12	113215000	113219999	216.6500	0.0433	151.4692	0.0303
chr12	113220000	113224999	193.1995	0.0386	138.4430	0.0277
chr12	113225000	113229999	96.4740	0.0193	142.2291	0.0284
chr12	113230000	113234999	162.6761	0.0325	131.8505	0.0264
chr12	113235000	113239999	35.3644	0.0071	116.4414	0.0233
chr12	113240000	113244999	75.4440	0.0151	99.1526	0.0198
chr12	113245000	113249999	113.1660	0.0226	99.1526	0.0198
chr12	113250000	113254999	94.3050	0.0189	110.0872	0.0220
chr12	113255000	113259999	79.5934	0.0159	128.8587	0.0258
chr12	113260000	113264999	49.5101	0.0099	75.4566	0.0151
chr12	113265000	113269999	136.0821	0.0272	101.2707	0.0203
chr12	113270000	113274999	123.1309	0.0246	75.4566	0.0151
chr12	113275000	113279999	63.4987	0.0127	95.3136	0.0191
chr12	113280000	113284999	150.8880	0.0302	113.0260	0.0226
chr12	113285000	113289999	96.6626	0.0193	105.4010	0.0211
chr12	113290000	113294999	44.7006	0.0089	73.5239	0.0147
chr12	113295000	113299999	148.9705	0.0298	133.9686	0.0268
chr12	113300000	113304999	172.8925	0.0346	113.1849	0.0226
chr12	113305000	113309999	172.1066	0.0344	77.4423	0.0155
chr12	113310000	113314999	124.7341	0.0249	152.7930	0.0306
chr12	113315000	113319999	145.9213	0.0292	162.5362	0.0325
chr12	113320000	113324999	188.4528	0.0377	162.6685	0.0325
chr12	113325000	113329999	300.4557	0.0601	262.0859	0.0524
chr12	113330000	113334999	814.0093	0.1628	1573.8660	0.3148

chr12	113335000	113339999	1654.8329	0.3310	2762.5056	0.5525
chr12	113340000	113344999	302.4990	0.0605	396.3722	0.0793
chr12	113345000	113349999	198.8578	0.0398	190.3360	0.0381
chr12	113350000	113354999	115.5236	0.0231	137.6222	0.0275
chr12	113355000	113359999	89.5898	0.0179	77.4423	0.0155
chr12	113360000	113364999	67.4281	0.0135	297.8550	0.0596
chr12	113365000	113369999	148.4046	0.0297	125.0991	0.0250
chr12	113370000	113374999	188.6729	0.0377	178.4747	0.0357
chr12	113375000	113379999	262.6080	0.0525	184.9084	0.0370
chr12	113380000	113384999	147.9960	0.0296	210.4842	0.0421
chr12	113385000	113389999	188.8929	0.0378	168.3874	0.0337
chr12	113390000	113394999	133.4730	0.0267	203.4945	0.0407
chr12	113395000	113399999	94.2107	0.0188	97.8553	0.0196
chr12	113400000	113404999	251.9515	0.0504	104.6596	0.0209
chr12	113405000	113409999	200.3981	0.0401	151.6810	0.0303
chr12	113410000	113414999	240.4778	0.0481	137.0133	0.0274
chr12	113415000	113419999	322.3345	0.0645	436.4039	0.0873
chr12	113420000	113424999	900.1727	0.1800	1451.7850	0.2904
chr12	113425000	113429999	1784.6606	0.3569	2951.2005	0.5902
chr12	113430000	113434999	21.1243	0.0042	0.0000	0.0000
chr12	113435000	113439999	23.5763	0.0047	47.6303	0.0095
chr12	113440000	113444999	58.7835	0.0118	65.3957	0.0131
chr12	113445000	113449999	21.2186	0.0042	3.9714	0.0008
chr12	113450000	113454999	25.9339	0.0052	43.6854	0.0087
chr12	113455000	113459999	2.3576	0.0005	15.8856	0.0032
chr12	113460000	113464999	9.4305	0.0019	57.0028	0.0114
chr12	113465000	113469999	16.5034	0.0033	51.6282	0.0103
chr12	113470000	113474999	40.0796	0.0080	40.2435	0.0080
chr12	113475000	113479999	56.4573	0.0113	40.7995	0.0082
chr12	113480000	113484999	7.0729	0.0014	55.7585	0.0112
chr12	113485000	113489999	62.9957	0.0126	61.5567	0.0123
chr12	113490000	113494999	89.4954	0.0179	140.0580	0.0280
chr12	113495000	113499999	89.3697	0.0179	59.4651	0.0119
chr12	113500000	113504999	181.1599	0.0362	75.4566	0.0151
chr12	113505000	113509999	46.9639	0.0094	125.0197	0.0250
chr12	113510000	113514999	66.0135	0.0132	135.2129	0.0270
chr12	113515000	113519999	80.1593	0.0160	17.8713	0.0036
chr12	113520000	113524999	21.2186	0.0042	75.4566	0.0151
chr12	113525000	113529999	71.9547	0.0144	45.6711	0.0091
chr12	113530000	113534999	100.2148	0.0200	59.3857	0.0119
chr12	113535000	113539999	61.2354	0.0122	59.4916	0.0119
chr12	113540000	113544999	70.1629	0.0140	29.7855	0.0060
chr12	113545000	113549999	61.3297	0.0123	47.6568	0.0095
chr12	113550000	113554999	77.4558	0.0155	90.9715	0.0182

4. Supplemental Figure Legends

Fig S1. Generation of Lsh conditional knockout mice. A. Murine Lsh locus on Chr 19 with the targeted locus and primer location for screening. B-D. Genomic DNA long-range PCR analysis to determine the correct homologous recombination at downstream region using primer pair F1/F2 (B) and upstream sequence using primer pair F3/F4 (C) in ES cell clones. PC, Lsh targeted positive clone; NC, non-targeted negative clone; M, DNA marker. The 5.7 kb PCR amplification product derived from positive ES clones was gel purified and digested with Sac I to confirm the correct position of the upstream loxP site (D). +, ES clone with correct upstream loxP site; -, ES clone without upstream loxP site. E. Western analysis of embryonic brain tissue to validate the deletion of Lsh in Lsh KO mice after crossbreeding of floxed Lsh Cko mice with actin-Cre-recombinase transgenic mice. F. Mating of heterozygous mice harboring a wild type and a conditional knockout allele with a deletion of exon 9 and 10.

Fig S2. Characterization of hematopoietic stem cells after Lsh depletion in bone marrow. A-B. Flow cytometry analysis of Lin⁻ Sca-1⁺ c-Kit⁺ (LSK⁺) cells in the bone marrow from Lsh (F/F) Mx1-cre⁻ (Ctrl) and Lsh (F/F) Mx1-cre⁺ (KO) after two weeks of poly (I:C) treatment. B. Summary of LSK⁺ cells in BM of Mx1-cre⁻ (Ctrl) and Lsh (F/F) Mx1-cre⁺ (KO) mice. C. Schematic graph showing the bone marrow transplantation (BMT) protocol. Two weeks after poly (I:C) injection of the Ctrl and KO mice, BMT was performed using lethally irradiated wild-type recipient mice. Quantitative data was presented as mean $\pm$ SD and were analyzed using two-tailed unpaired Mann-Whitney test. ns, not significant.

Fig S3. Hematopoietic development in peripheral blood and lymphoid organs after non-competitive BMT (100% chimera) in recipient mice. Cre-recombinase was induced by injection of poly (I:C) to generate Lsh KO mice (Mx1^{Cre/+}Lsh^{fl/fl} with poly (I:C) administered) and control mice (Mx1^{Cre/+}Lsh^{fl/+} with poly (I:C) administered) and non-competitive BMT (100% donor cells) was conducted. FACS analysis was performed for detection of CD45.2⁺ donor cells in irradiated CD45.1⁺ recipient mice one (1M), two(2M) or three (3M) months after BMT. A-B. FACS analysis for detection of Mac1⁺GR1⁺ cells among CD45.2⁺ cells in peripheral blood (PB). C-E. FACS analysis for detection of CD4⁺ and CD8⁺ cells among CD45.2⁺ cells in peripheral blood (PB). F-I. FACS analysis for detection of CD4⁺ and CD8⁺ T cell subsets in the spleen. Relative frequency among

CD45.2⁺ donor cells (F,H) and absolute numbers for each subset (G,I). J. Total number of thymocytes. K. Proportion of CD45.2⁺ donor cells in the thymus. L.-Q. FACS analysis for detection of CD4⁺ / CD8⁺ T cell subsets among CD45.2⁺ cells in thymus. Relative frequency among CD45.2⁺ donor cells (L, N, P) and absolute numbers for each subset (M, O, Q). Control cells (●) or Lsh KO cells (■). n=5-8 per group for FACS analysis. Quantitative data was presented as mean±SD and were analyzed using two-tailed unpaired Mann-Whitney test. ns, not significant, *p < 0.05, **p < 0.01 and *** *p* < 0.001.

Fig S4. Hematopoietic development in peripheral blood and lymphoid organs after competitive BMT (50:50 chimera) in recipient mice. Cre-recombinase was induced by injection of poly (I:C) to generate Lsh KO mice (Mx1^{Cre/+}Lsh^{fl/fl} with poly (I:C) administered) and control mice (Mx1^{Cre/+}Lsh^{fl/+} with poly (I:C) administered) and competitive BMT (50% donor cells from Lsh KO or control mice were mixed with 50% wild type cells) was conducted. FACS analysis was performed for detection of CD45.2⁺ donor cells in irradiated CD45.1⁺ recipient mice at two months after BMT. A. FACS analysis for detection of CD45.2⁺ cells in peripheral blood. B.-E. FACS analysis for detection of CD19⁺B220⁺ (B), Mac1⁺GR1⁺ cells (C), CD8⁺ (D) and CD4⁺ (E) cells among CD45.2⁺ cells in peripheral blood (PB). F. FACS analysis for detection of CD45.2⁺ cells in spleen. G.-L. FACS analysis for detection of relative frequency and absolute numbers of CD19⁺B220⁺ (G,H) and CD4⁺ (I,J) and CD8⁺ (K,L) cells among CD45.2⁺ cells in the spleen. M. Total cell population in BM. N. FACS analysis for detection of CD45.2⁺ cells in BM. O.-P. FACS analysis for detection of relative frequency (O) and total population (P) of CD19⁺B220⁺ in BM. Q. Total cell population in thymus. R. FACS analysis for detection of CD45.2⁺ cells in thymus. S.-U. FACS analysis for detection of indicated T cell subsets in thymus. Control cells (●) or Lsh KO cells (■). n=6-10 per group for FACS analysis. Quantitative data was presented as mean±SD and were analyzed using two-tailed unpaired Mann-Whitney test. ns, not significant, *p < 0.05, **p < 0.01 and *** *p* < 0.001.

Fig S5. Growth and apoptosis assessment of purified Lsh deficient B cells after BMT. A.

Schematic graph showing the bone marrow transplantation (BMT) protocol for competitive BMT (50:50 chimeras). Two weeks after poly (I:C) injection of the control (Ctrl) and Mx1 KO (KO) mice, BMT was performed using lethally irradiated wild-type recipient mice. After two months B cells were purified from spleen and cultured for three days with LPS and IL-4. B. C. FACS

analysis for detection of EdU incorporation. D. FACS analysis measuring 7-AAD to determine cell death. E. F. FACS analysis to determine the proportion of Propidium iodide (PI) and caspase (Cas) positive cells. N=4 animals were used for each group. Quantitative data was presented as mean $\pm$ SD and were analyzed using two-tailed unpaired Mann-Whitney test. ns, not significant, * $p < 0.05$.

Fig S6. Determination of immunoglobulin secretion in the absence of Lsh. A-F. ELISA analysis of indicated immunoglobulin isotypes one months (1M), two months (2M) or three months (3M) after BMT (100% chimera) of Lsh F/F Mx1-cre⁺ (KO) and Lsh F/+ Mx1-cre⁺ control mice (Ctrl). Quantitative data was presented as mean $\pm$ SD and were analyzed using two-tailed unpaired Mann-Whitney test. ns, not significant, * $p < 0.05$, ** $p < 0.01$ and *** $p < 0.001$.

Fig S7. Serum immunoglobulin deficiency in mice with Lsh depletion in HSPCs and the short-term effect of Lsh deletion on hematopoiesis. A.-B. ELISA analysis of indicated Ig isotypes in the serum of Lsh F/F Mx1-cre⁺ (KO) and Lsh F/+ Mx1-cre⁺ (Ctrl) mice at age of 12 weeks (A) and 20 weeks (B) without BMT, n=8 per group. C-F. FACS analysis for detection of indicated immune cells in the bone marrow (C), spleen (D), thymus (E) and Peripheral blood (F) from Lsh F/F Mx1-cre⁺ (KO) and Lsh F/+ Mx1-cre⁺ (Ctrl) mice after two weeks of poly (I:C) injection, n=4-5 per group. Quantitative data was presented as mean $\pm$ SD and were analyzed using two-tailed unpaired Mann-Whitney test. ns, not significant, * $p < 0.05$ and *** $p < 0.001$.

Fig S8. Normal cytokine production in mice with Lsh depletion in HSPCs. ELISA analysis for detection of IL-2 (A), IL-4 (B), IL-1 β (C), IFN γ (D), IL-6 (E), IL-10 (F) in the serum of Lsh F/F Mx1-cre⁺ (KO) and Lsh F/+ Mx1-cre⁺ (Ctrl) mice 2 weeks (pre-BMT) or 10 weeks (pre-BMT2) after poly (I:C) injection or after one month (BMT-1M) or three months (BMT-3M) of BMT, n=4-8 per group. Quantitative data was presented as mean $\pm$ SD and were analyzed using two-tailed unpaired Mann-Whitney test.

Fig S9. Growth and apoptosis assessment of purified Lsh deficient B cells without BMT. Purified B cells derived from Lsh F/F Vav-cre⁺ (KO) and Lsh F/+ Vav-cre⁺ (Ctrl) mice were cultured for three days supplemented with LPS and IL-4. A. Total cell numbers. n=9 for each group. B.C. FACS for detection of EdU incorporation. n=4 for each group D. FACS analysis for detection of early

apoptosis and cell death assessing Annexin V/ Propidium iodide (PI) double staining. n=8 for each group. E. FACS analysis for detection of late apoptosis and cell death assessing caspase activation (Cas)/ Propidium iodide (PI) double staining. n=8 for each group. Quantitative data was presented as mean $\pm$ SD and were analyzed using two-tailed unpaired Mann-Whitney test. ns, not significant.

Fig S10. End-Seq analysis and DC-PCR analysis. A. Frequency of DSBs detected by End-seq analysis two days after stimulation with LPS+IL4 of purified CD19⁺ B cells derived from Lsh F/F Vav-cre⁺ (KO) and Lsh F/+ Vav-cre⁺ (Ctrl) mice. B. DC-PCR results from two additional independently derived samples from LPS and IL-4-activated CD19⁺B cells of Lsh F/F Vav-cre⁺ (KO) and Lsh F/+ Vav-cre⁺ (Ctrl) mice as depicted in Figure 5B. Quantitative data was presented as mean $\pm$ SD and were analyzed using two-tailed unpaired Mann-Whitney test. * $p < 0.05$.

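End-seq counts DNA ends by sequencing from a ligated hairpin adaptor, so that tags mark the places of DSBs. The sums given here are of the paper's own normalized tags in the 5-kb bins of Table S2, which hold 1 value per group and thus no spread between samples. Around Sγ1, the 4 bins from 113325000 to 113344999 on chromosome 12 of mm10 sum to the paper's 3072 tags in Ctrl and 4995 in KO, a ratio of 1.63. Around Sµ, the 4 bins from 113415000 to 113434999 sum to 3028 in Ctrl and 4839 in KO, a ratio of 1.60. The same number of bins around the start of Ighg2b gave 616 in Ctrl and 506 in KO, and around Ighe 474 and 385. Around Ighg3 the sum was 494 in Ctrl and 679 in KO, a ratio of 1.37 that came from 1 bin, from 113360000 to 113364999, with 67.4 in Ctrl and 298 in KO, while the other 3 bins were lower in KO. In the 17 bins of the constant region outside these sites and those around Ighg3, the median was 148 tags in Ctrl and 137 in KO, with KO above Ctrl in 9 of the 17.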

Fig S11. End joining assay. A-C. USO2 GFP reporter cells were first treated with siLsh or siCtrl for 48 hrs and then transfected with expression plasmids for Cas9 and guiding RNAs or a control plasmid (DsRed) and analyzed by flow cytometry after 72 hrs. D. USO2 GFP reporter cells were first treated with siLsh or siCtrl for 48 hrs and then transfected with expression plasmids for Cas9 and guiding RNAs. Cells were stained for Cas9 and analyzed by flow cytometry after 72 hrs. Summary of n=9 biologic replicates for each group. Quantitative data was presented as mean $\pm$ SD and were analyzed using two-tailed unpaired Mann-Whitney test. *** $p < 0.001$.

5. Supplemental Figures

SI Fig S1

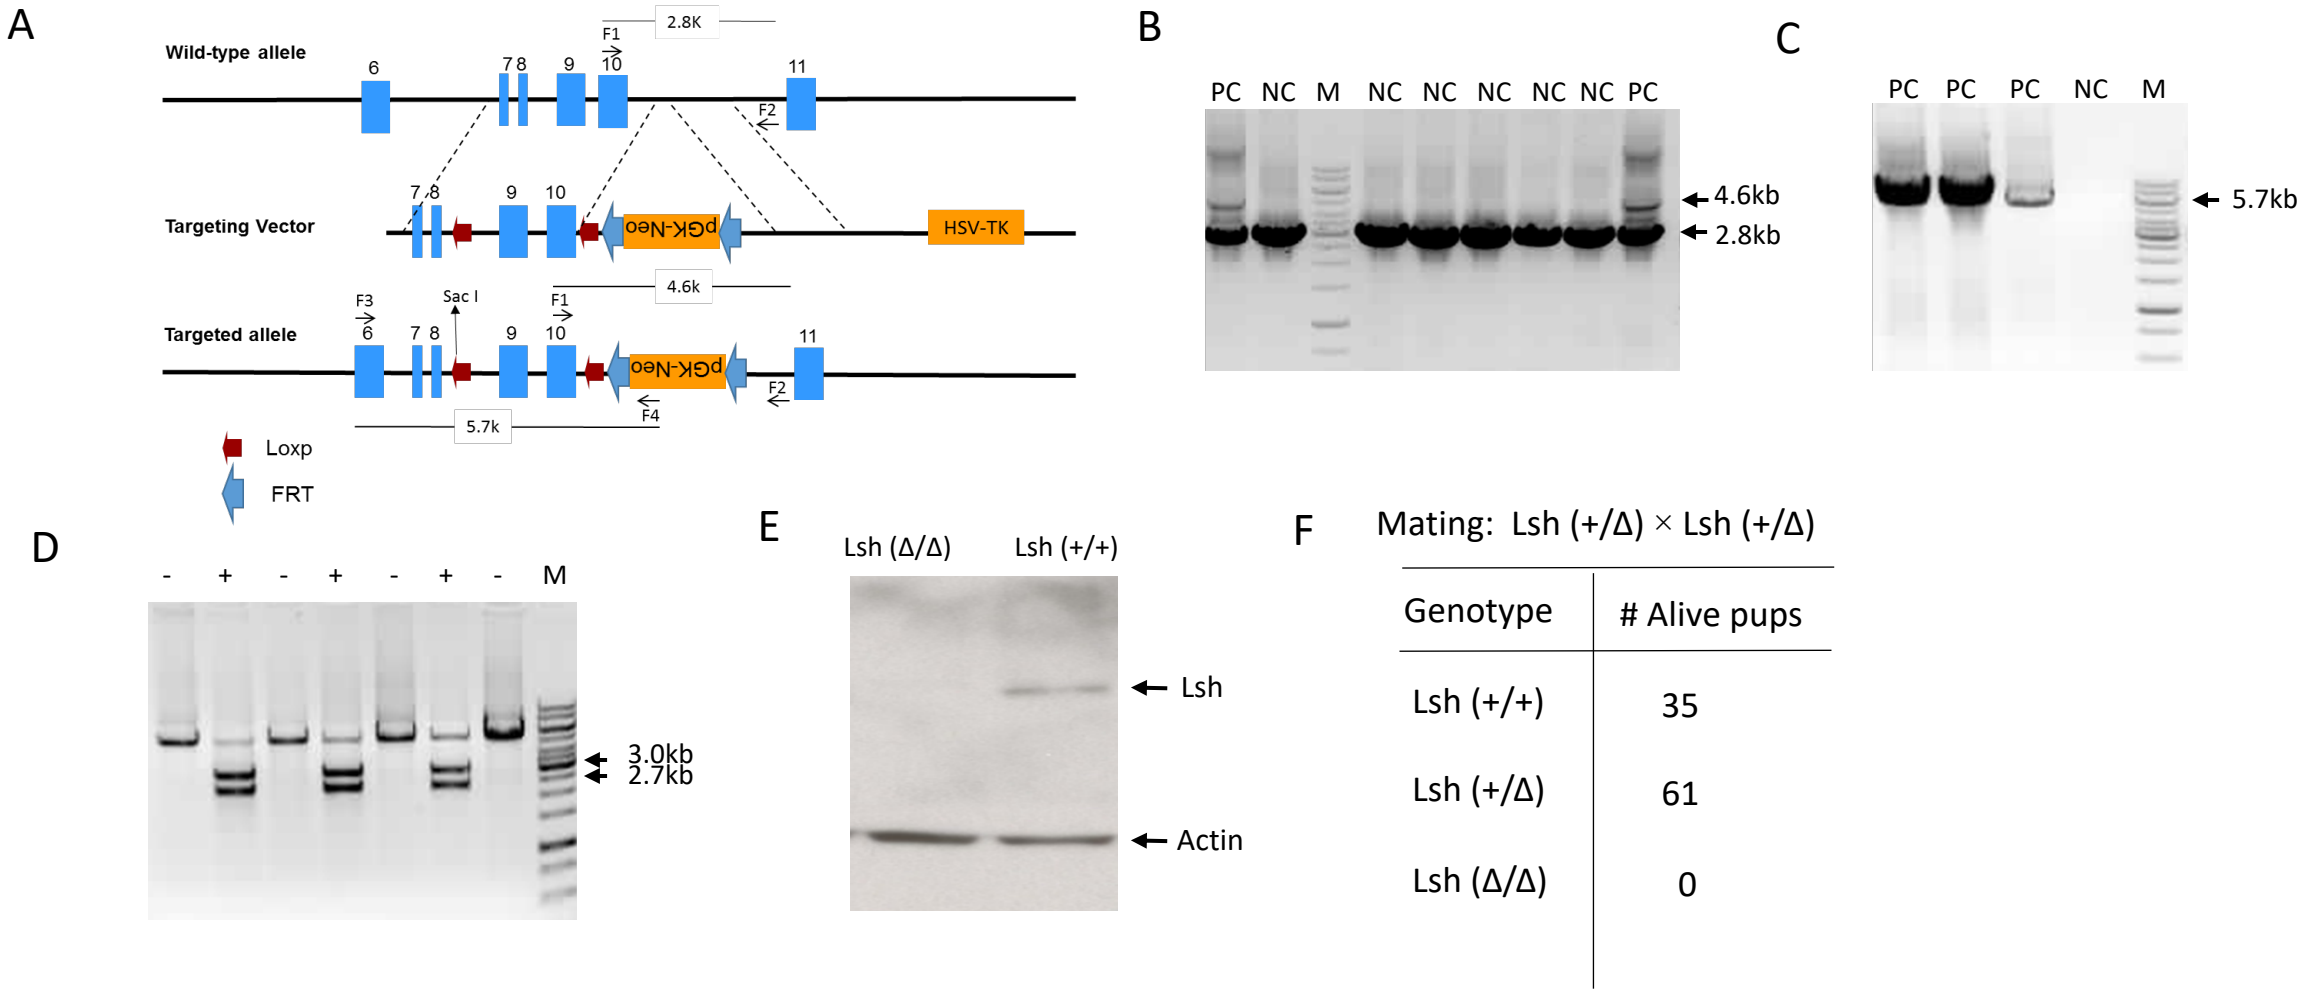

BM

A

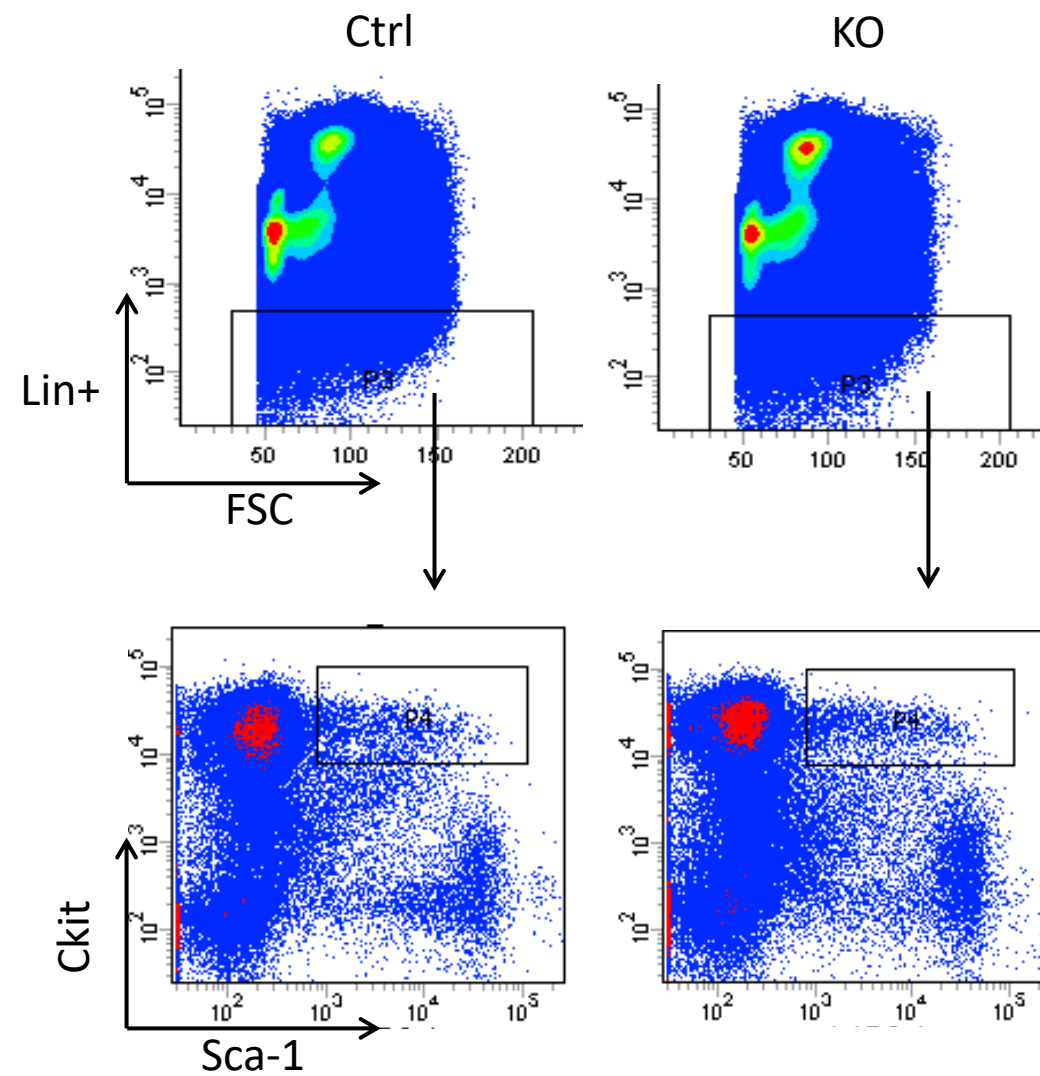

B

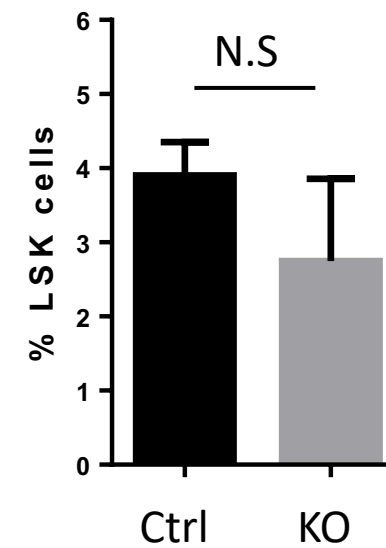

C

Poly I:C injection

CD45.2+

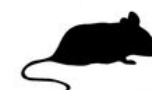

(F/+) Mx1-Cre+
or (F/F) Mx1-Cre+

BMT ↓

CD45.1+

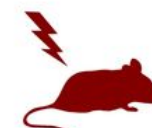

SI Fig S3

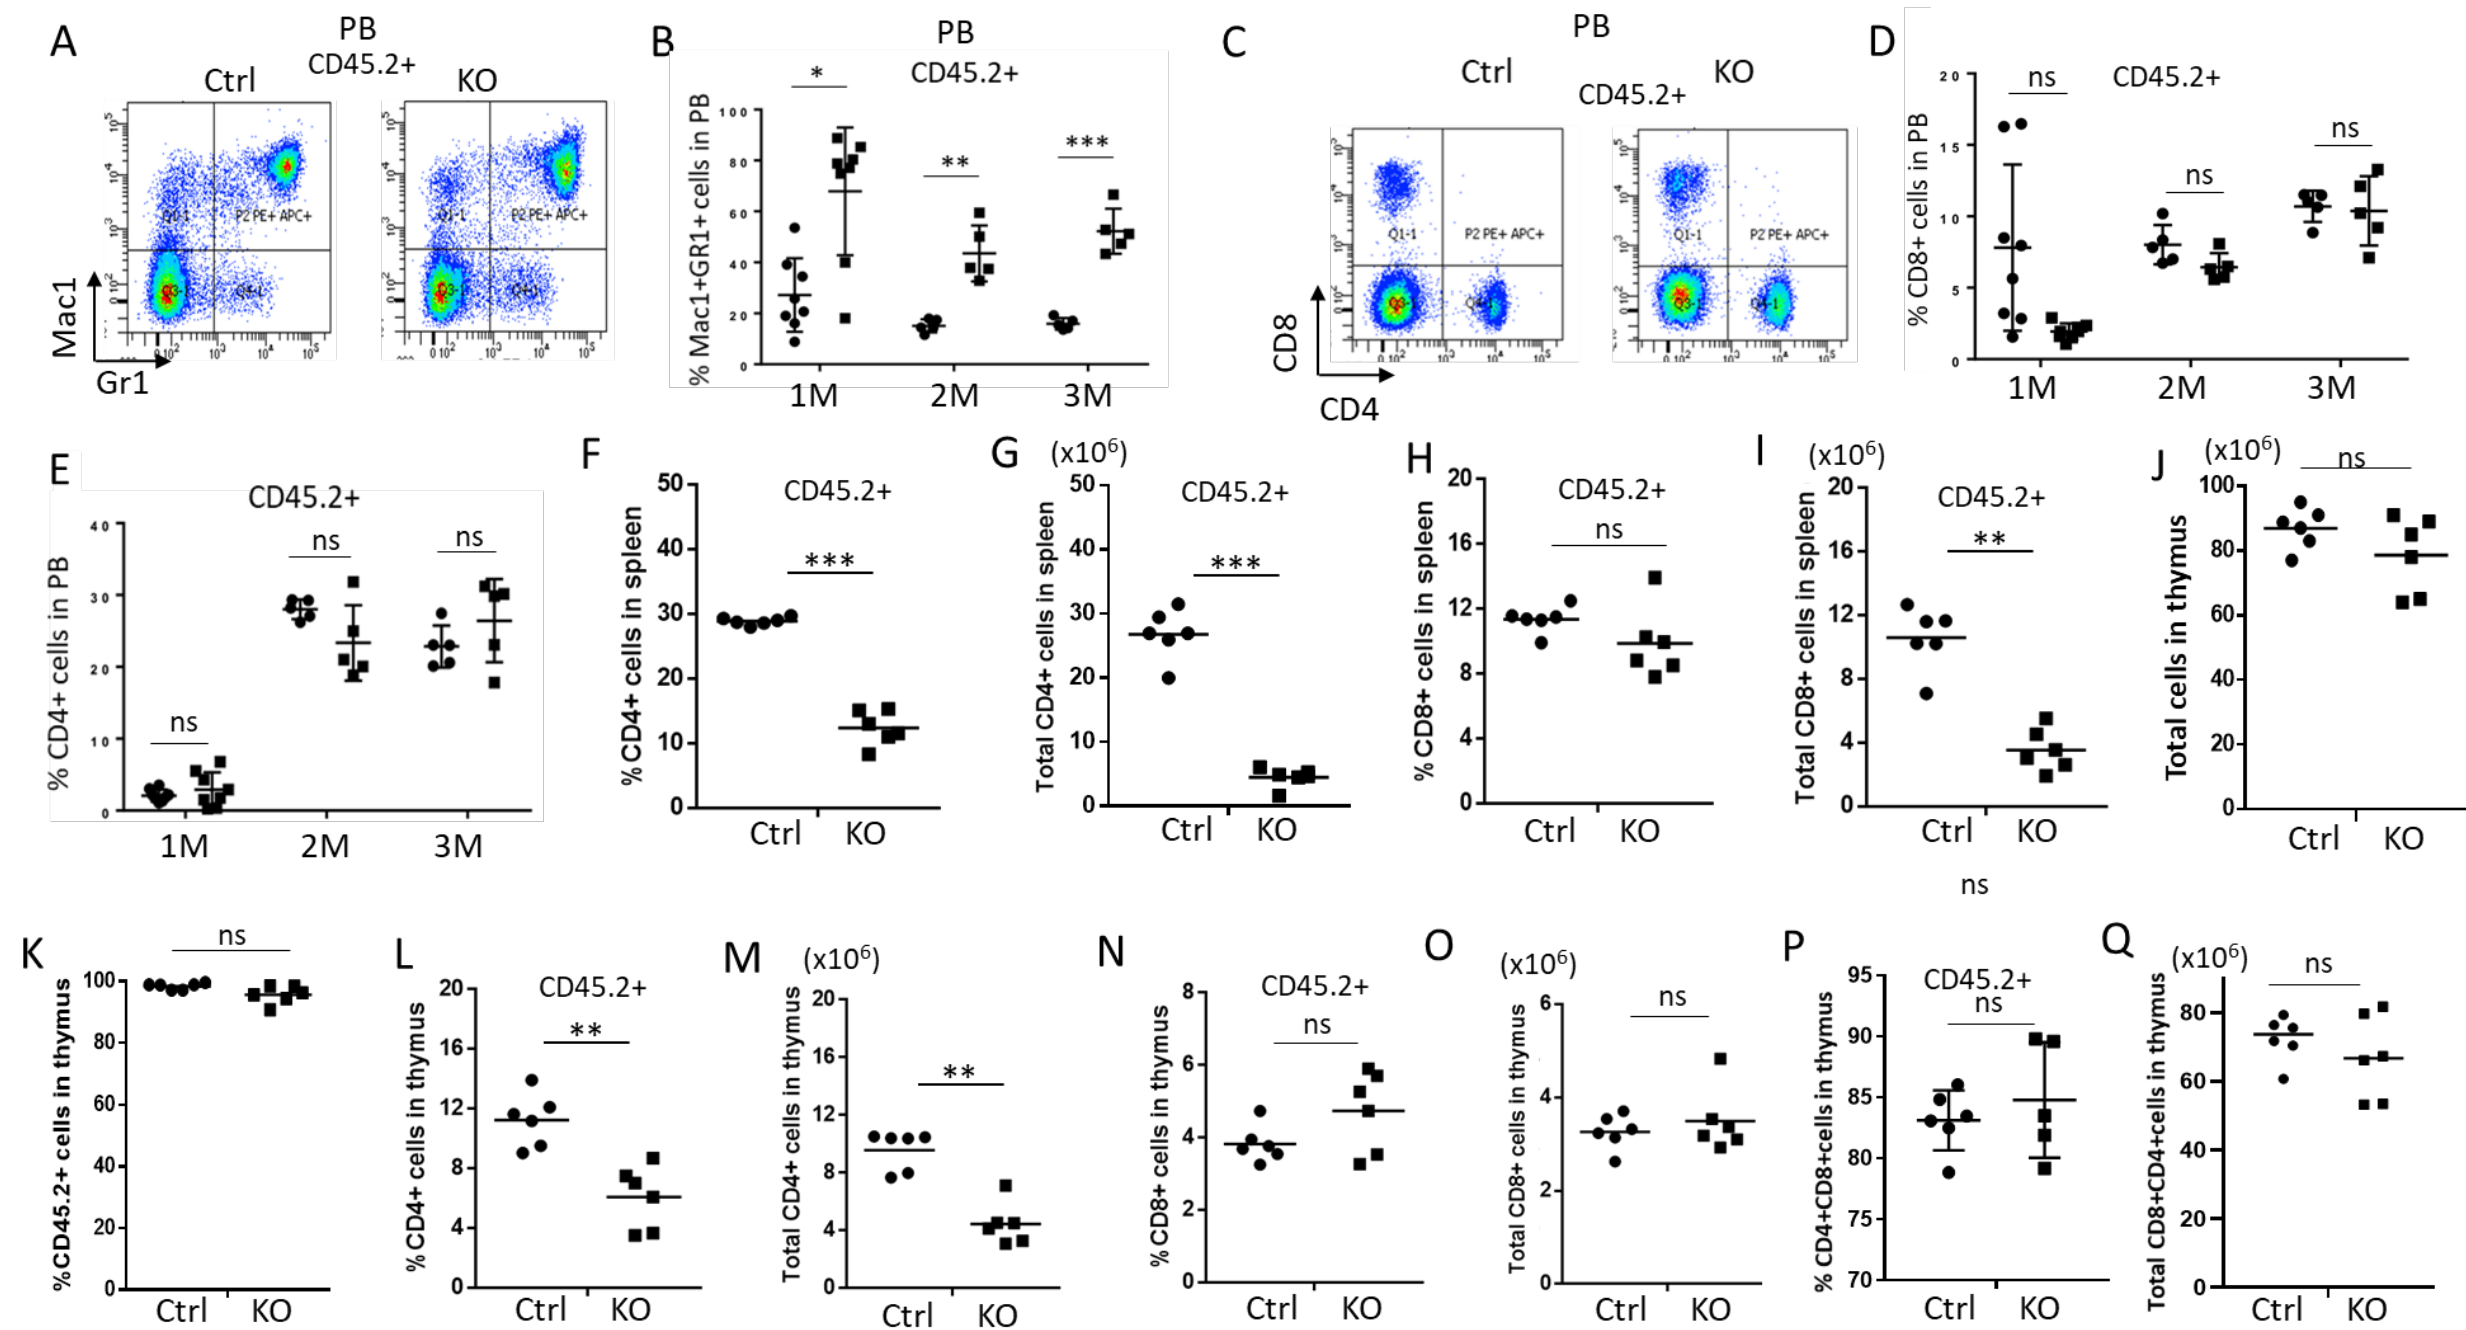

SI Fig S4

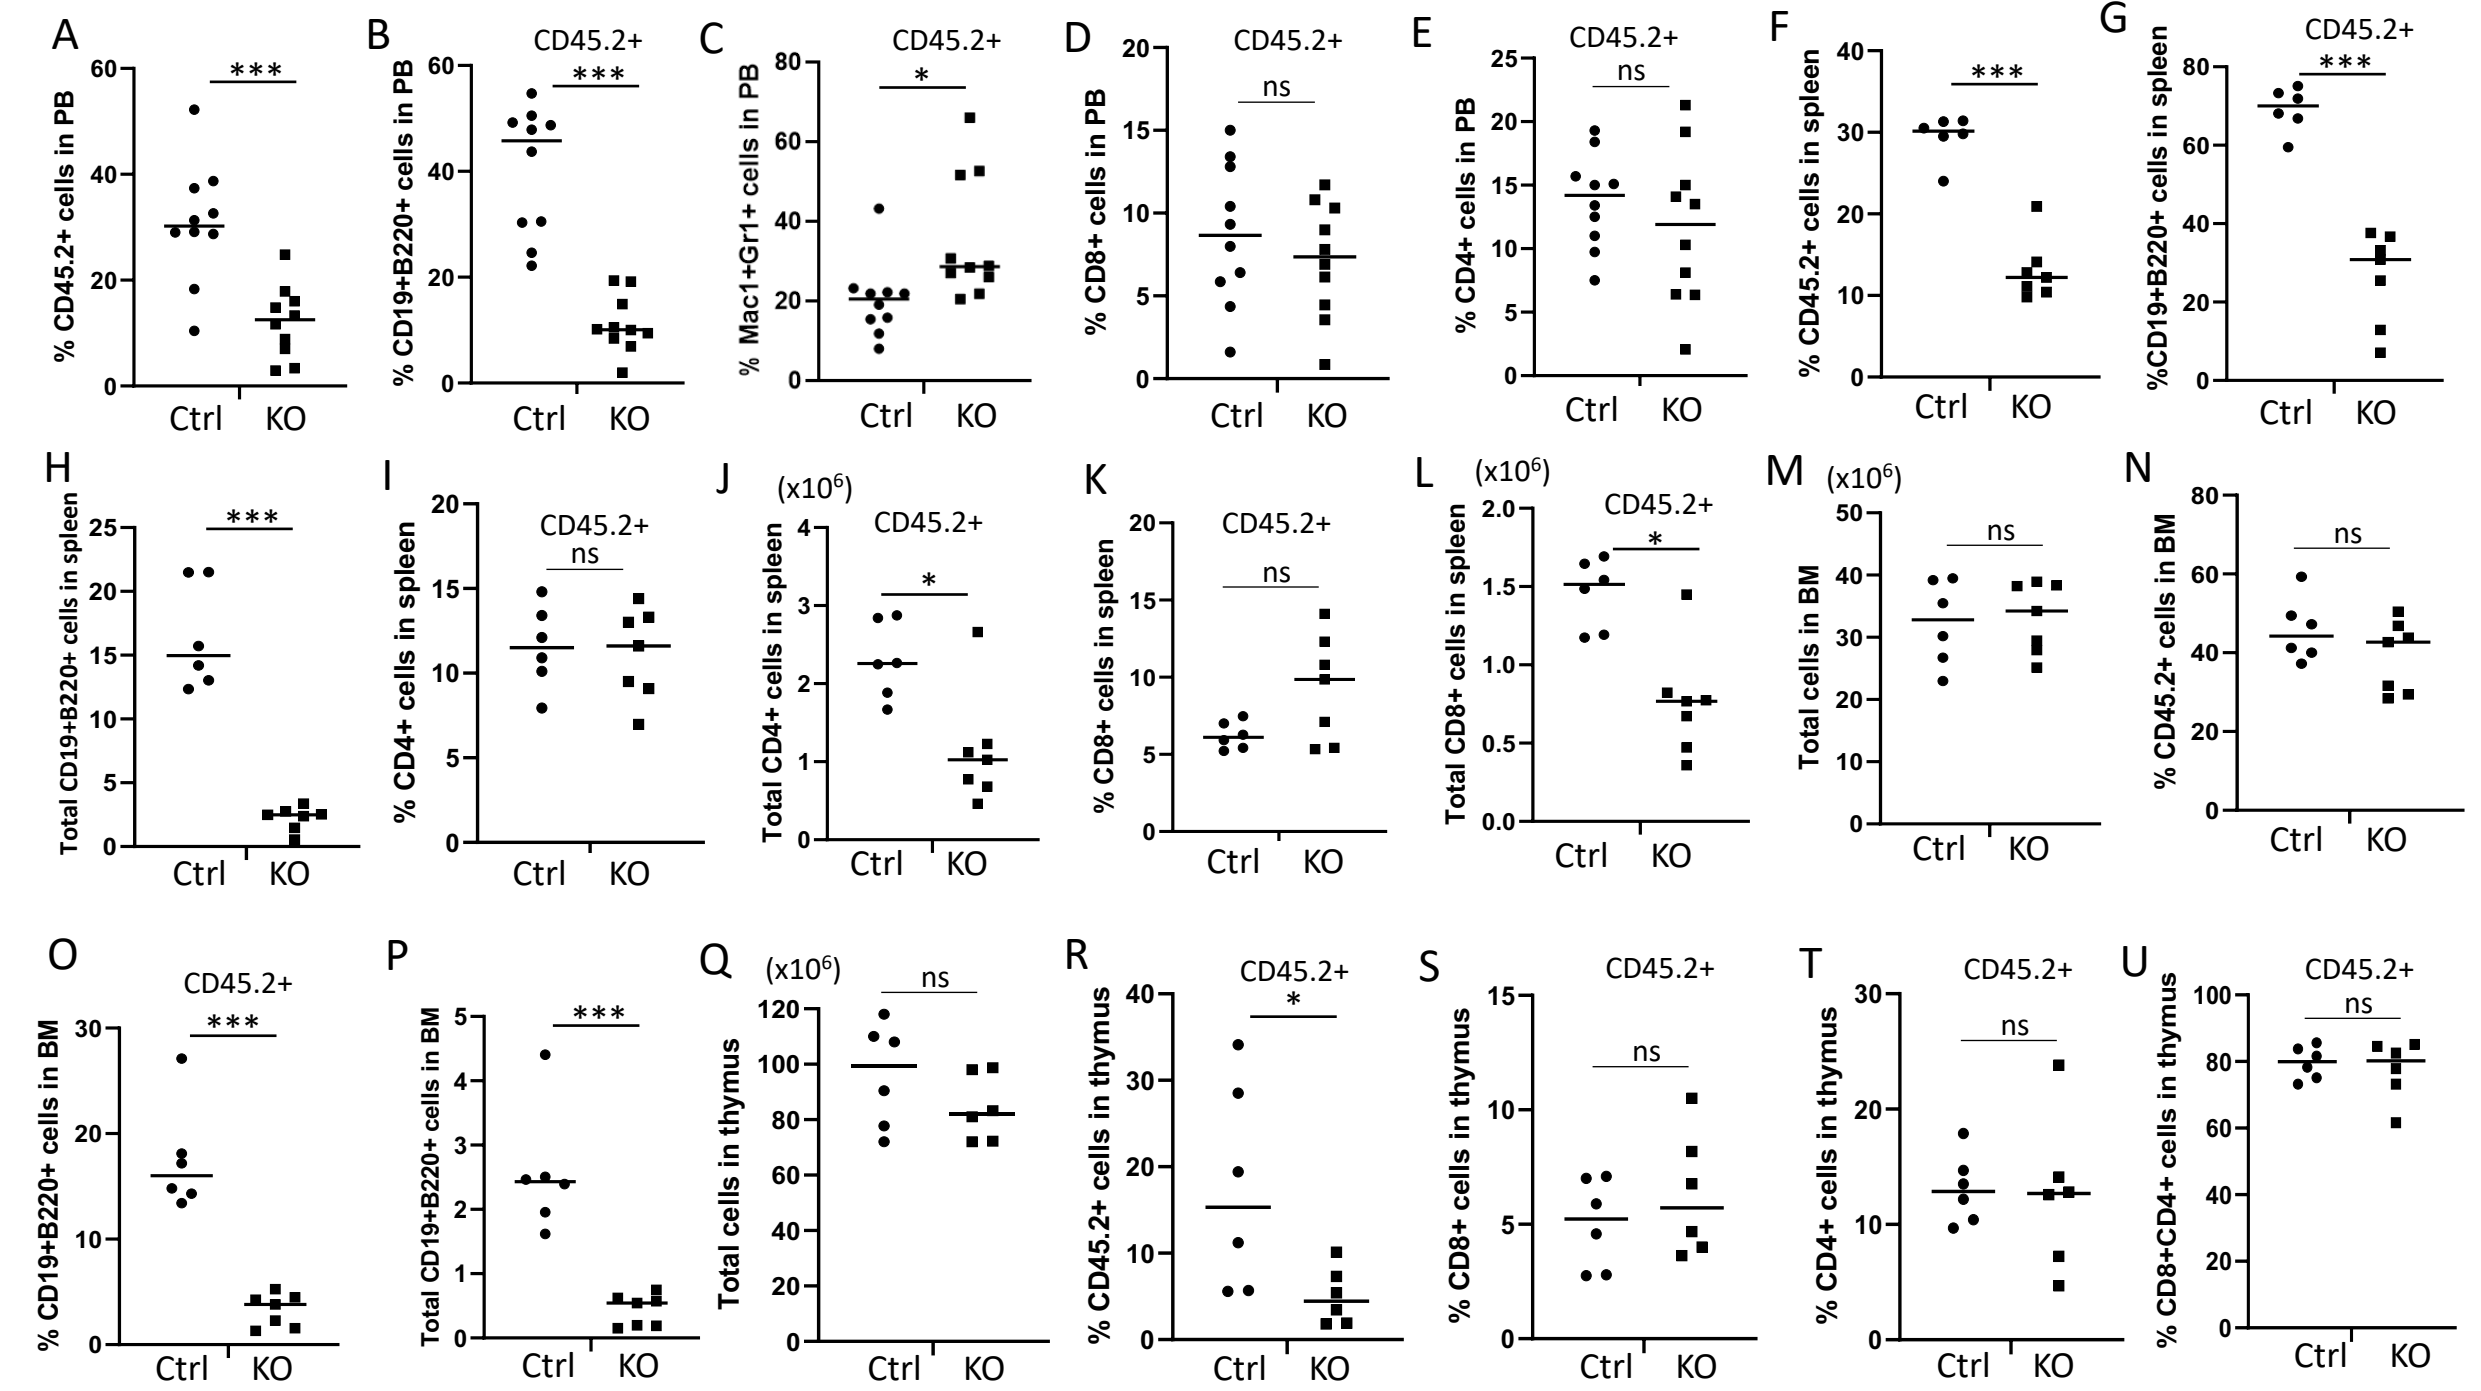

SI Fig S5

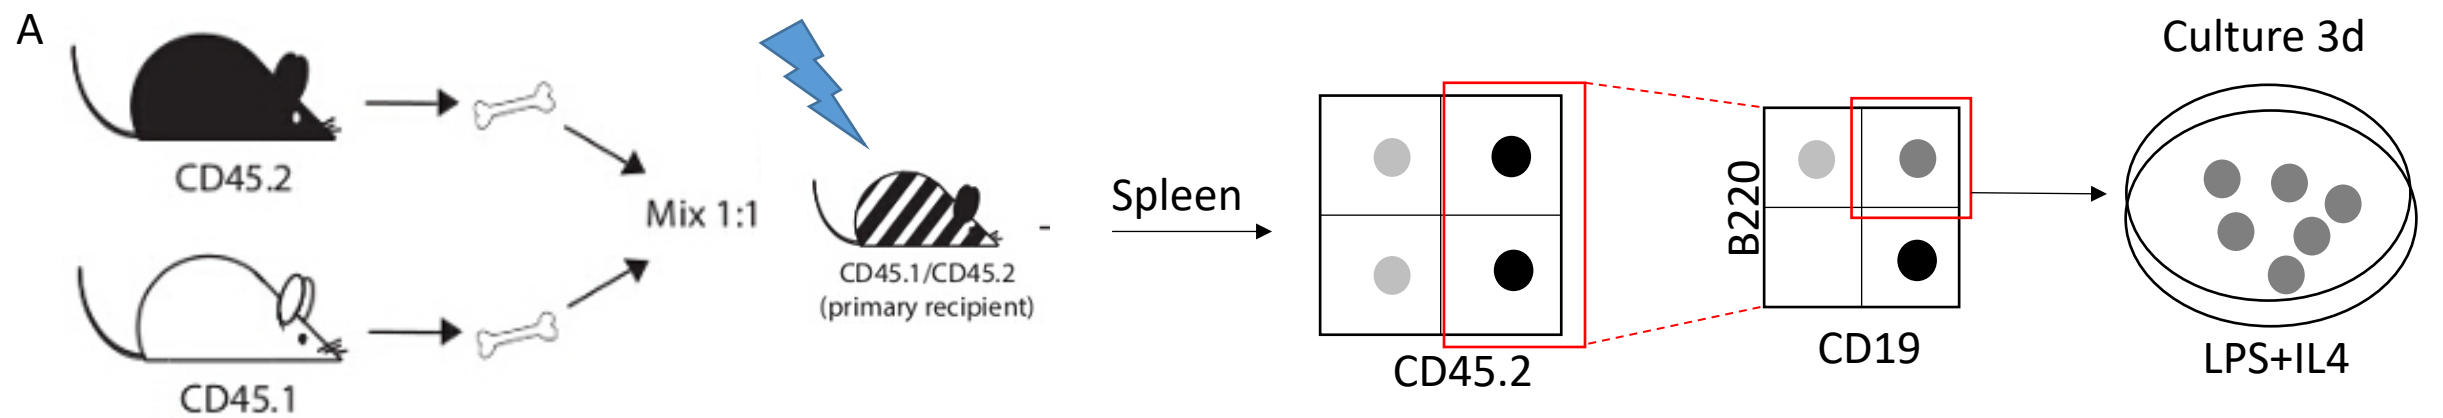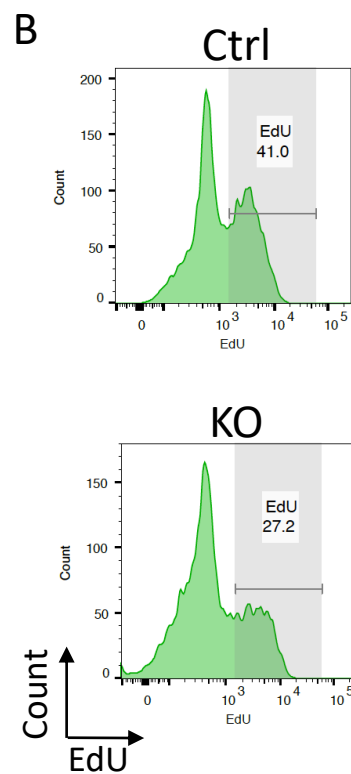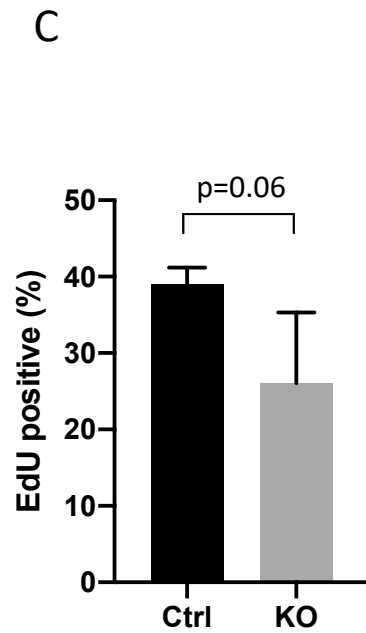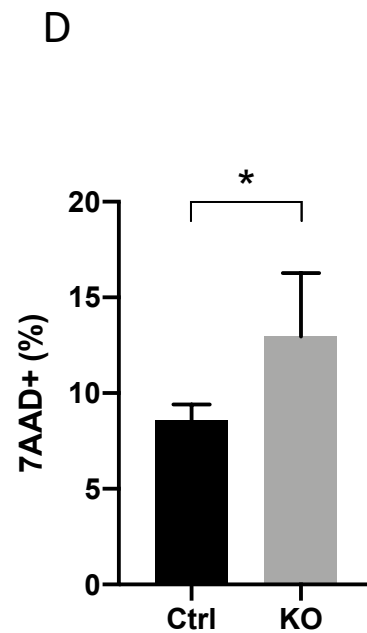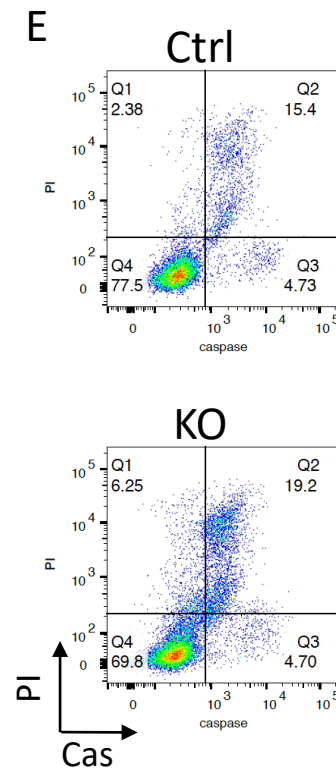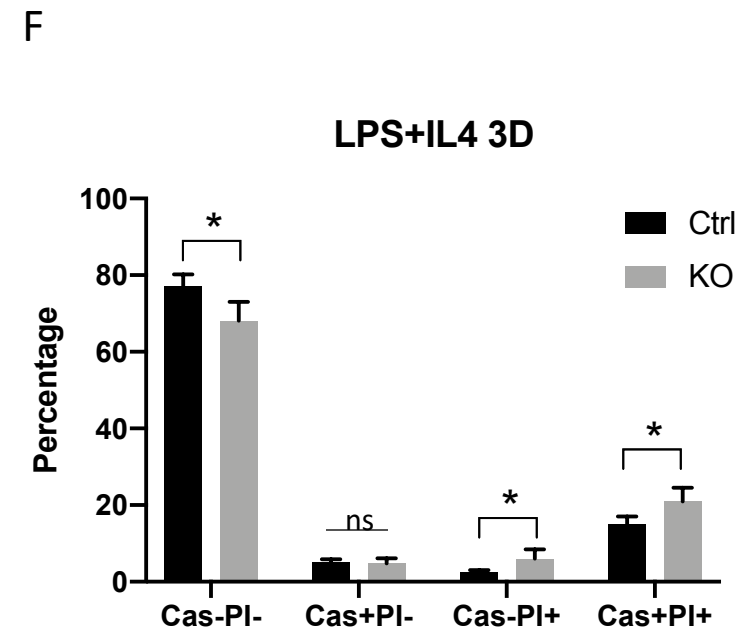

SI Fig S6

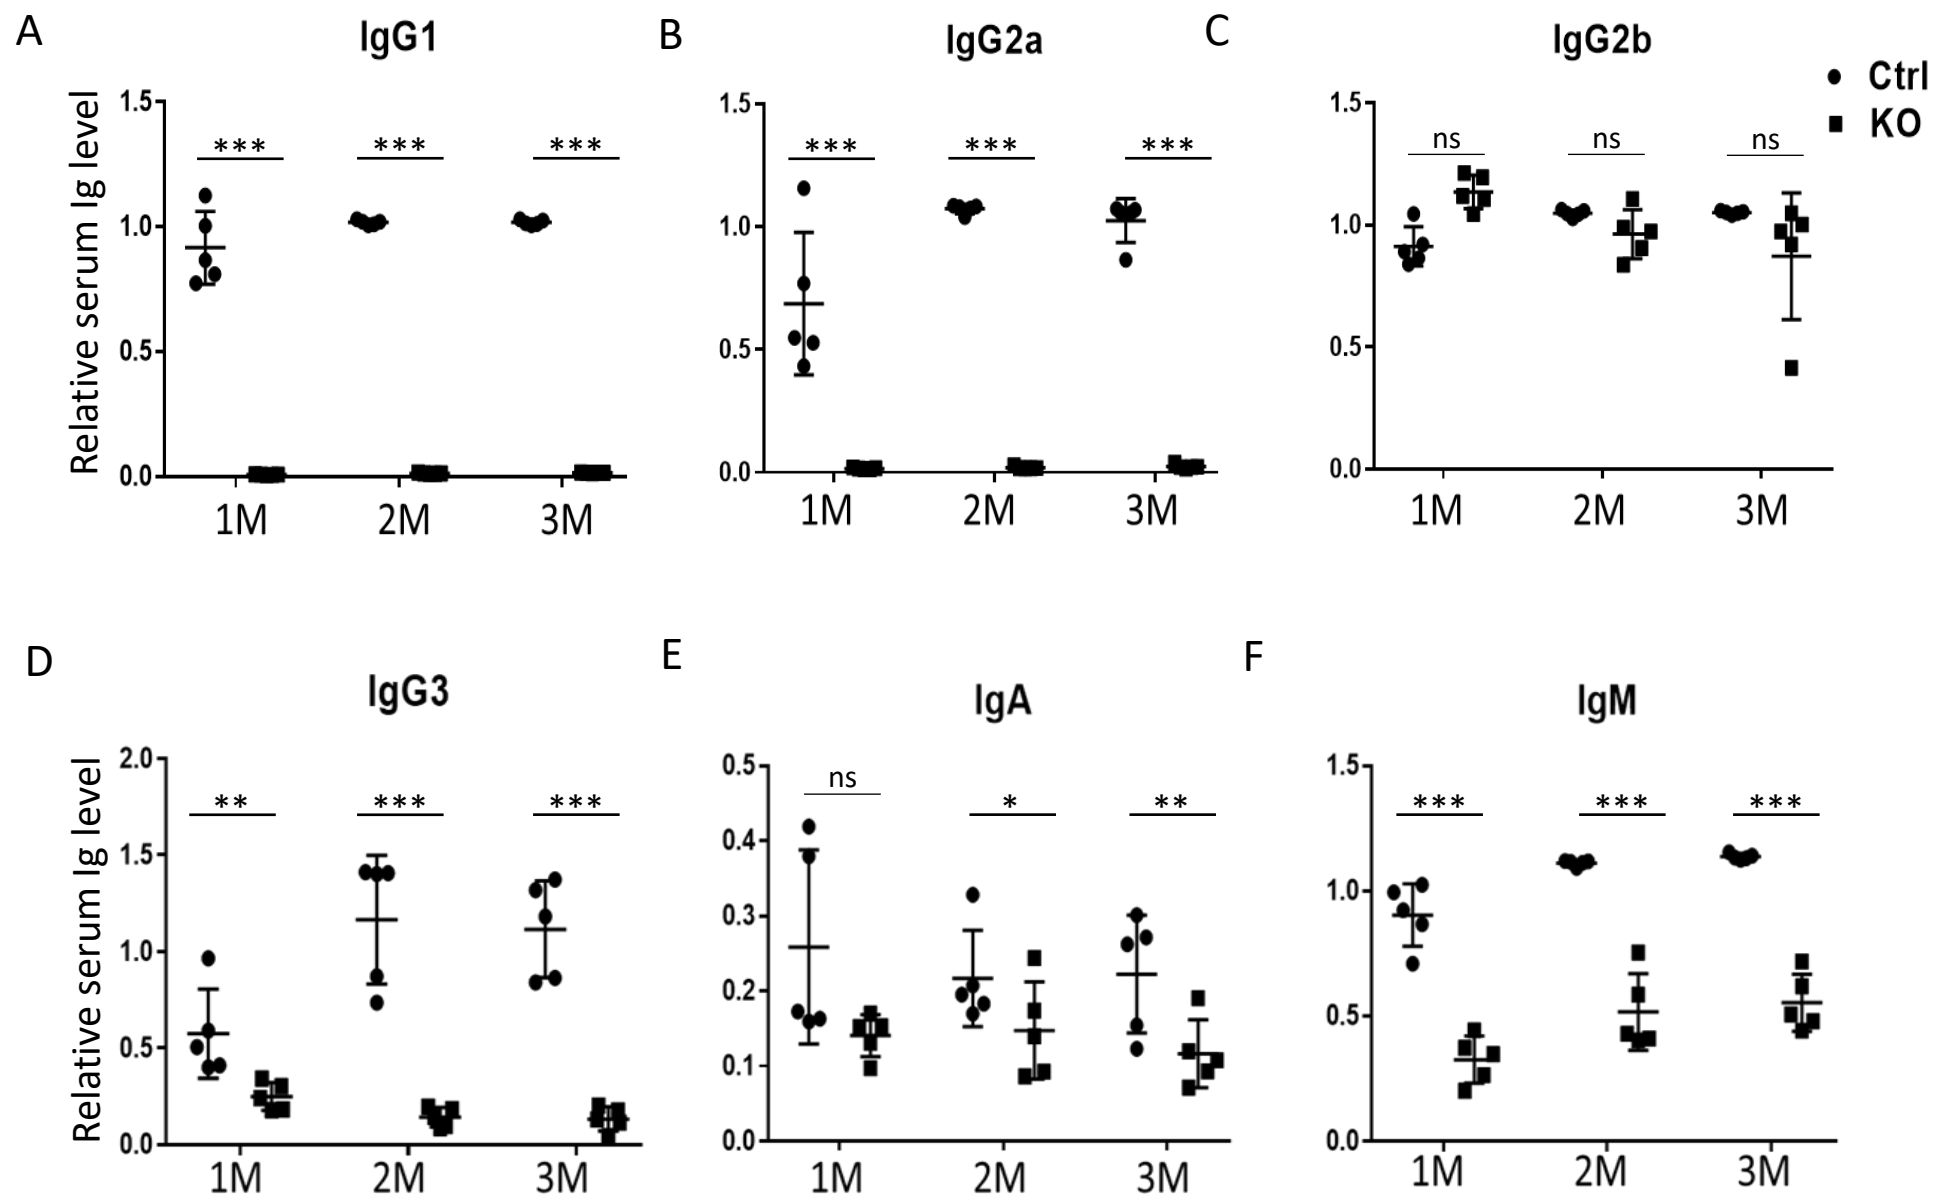

SI Fig S7

A

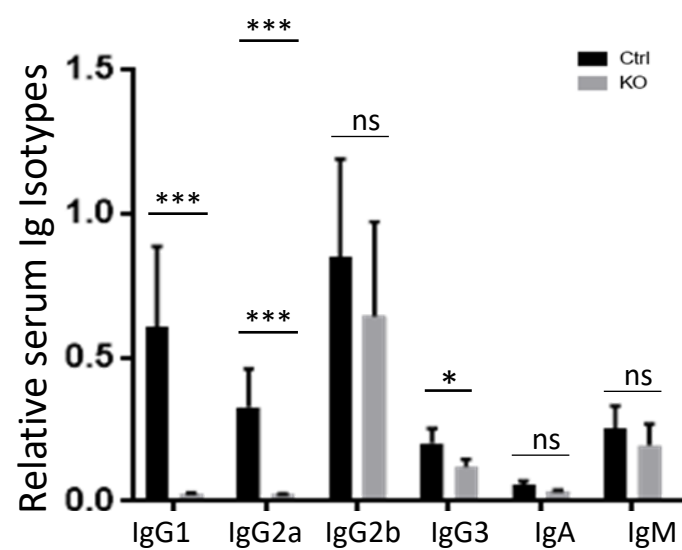

C

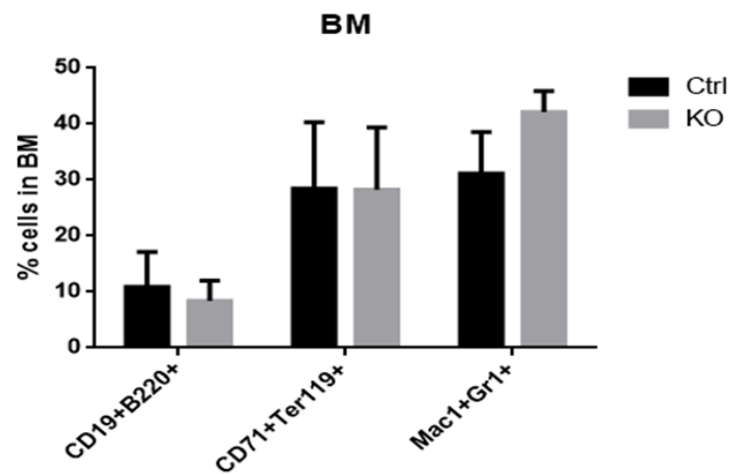

E

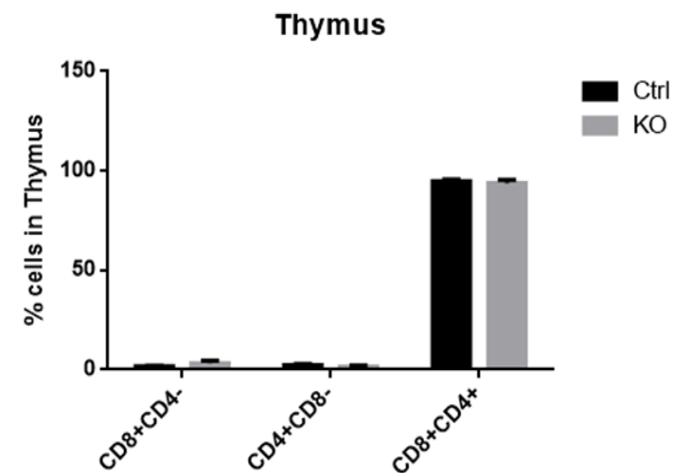

B

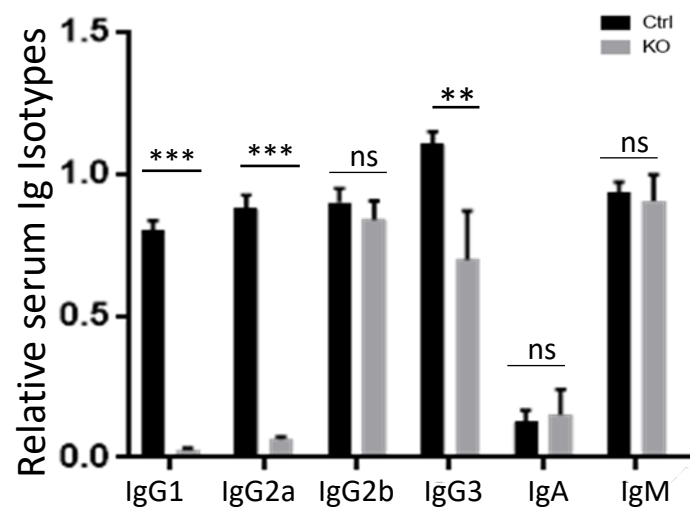

D

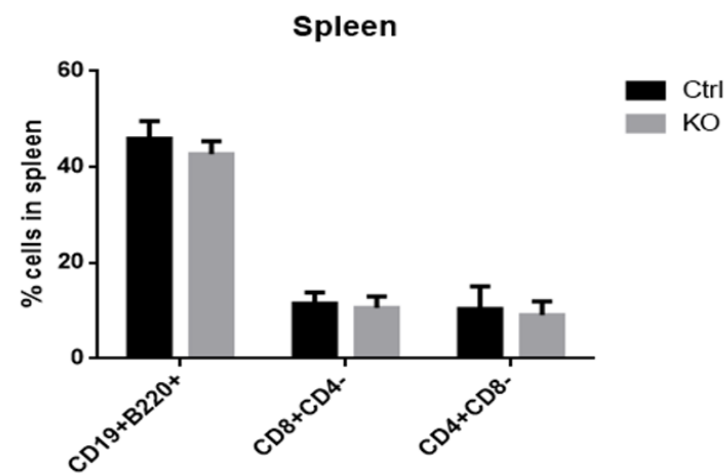

F

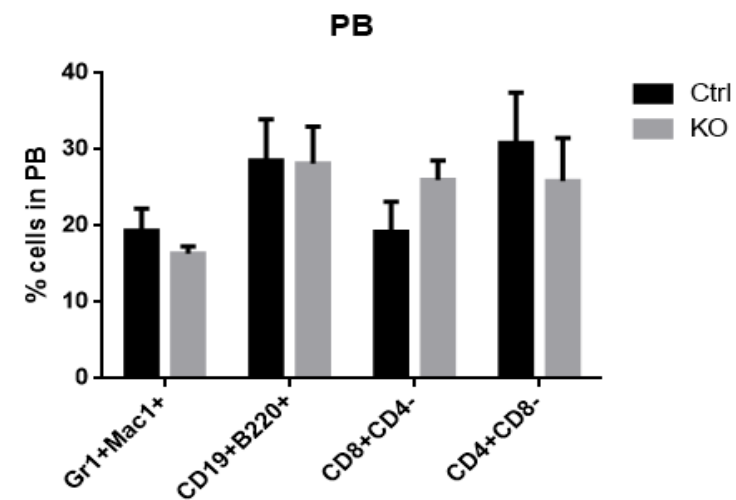

SI Fig S8

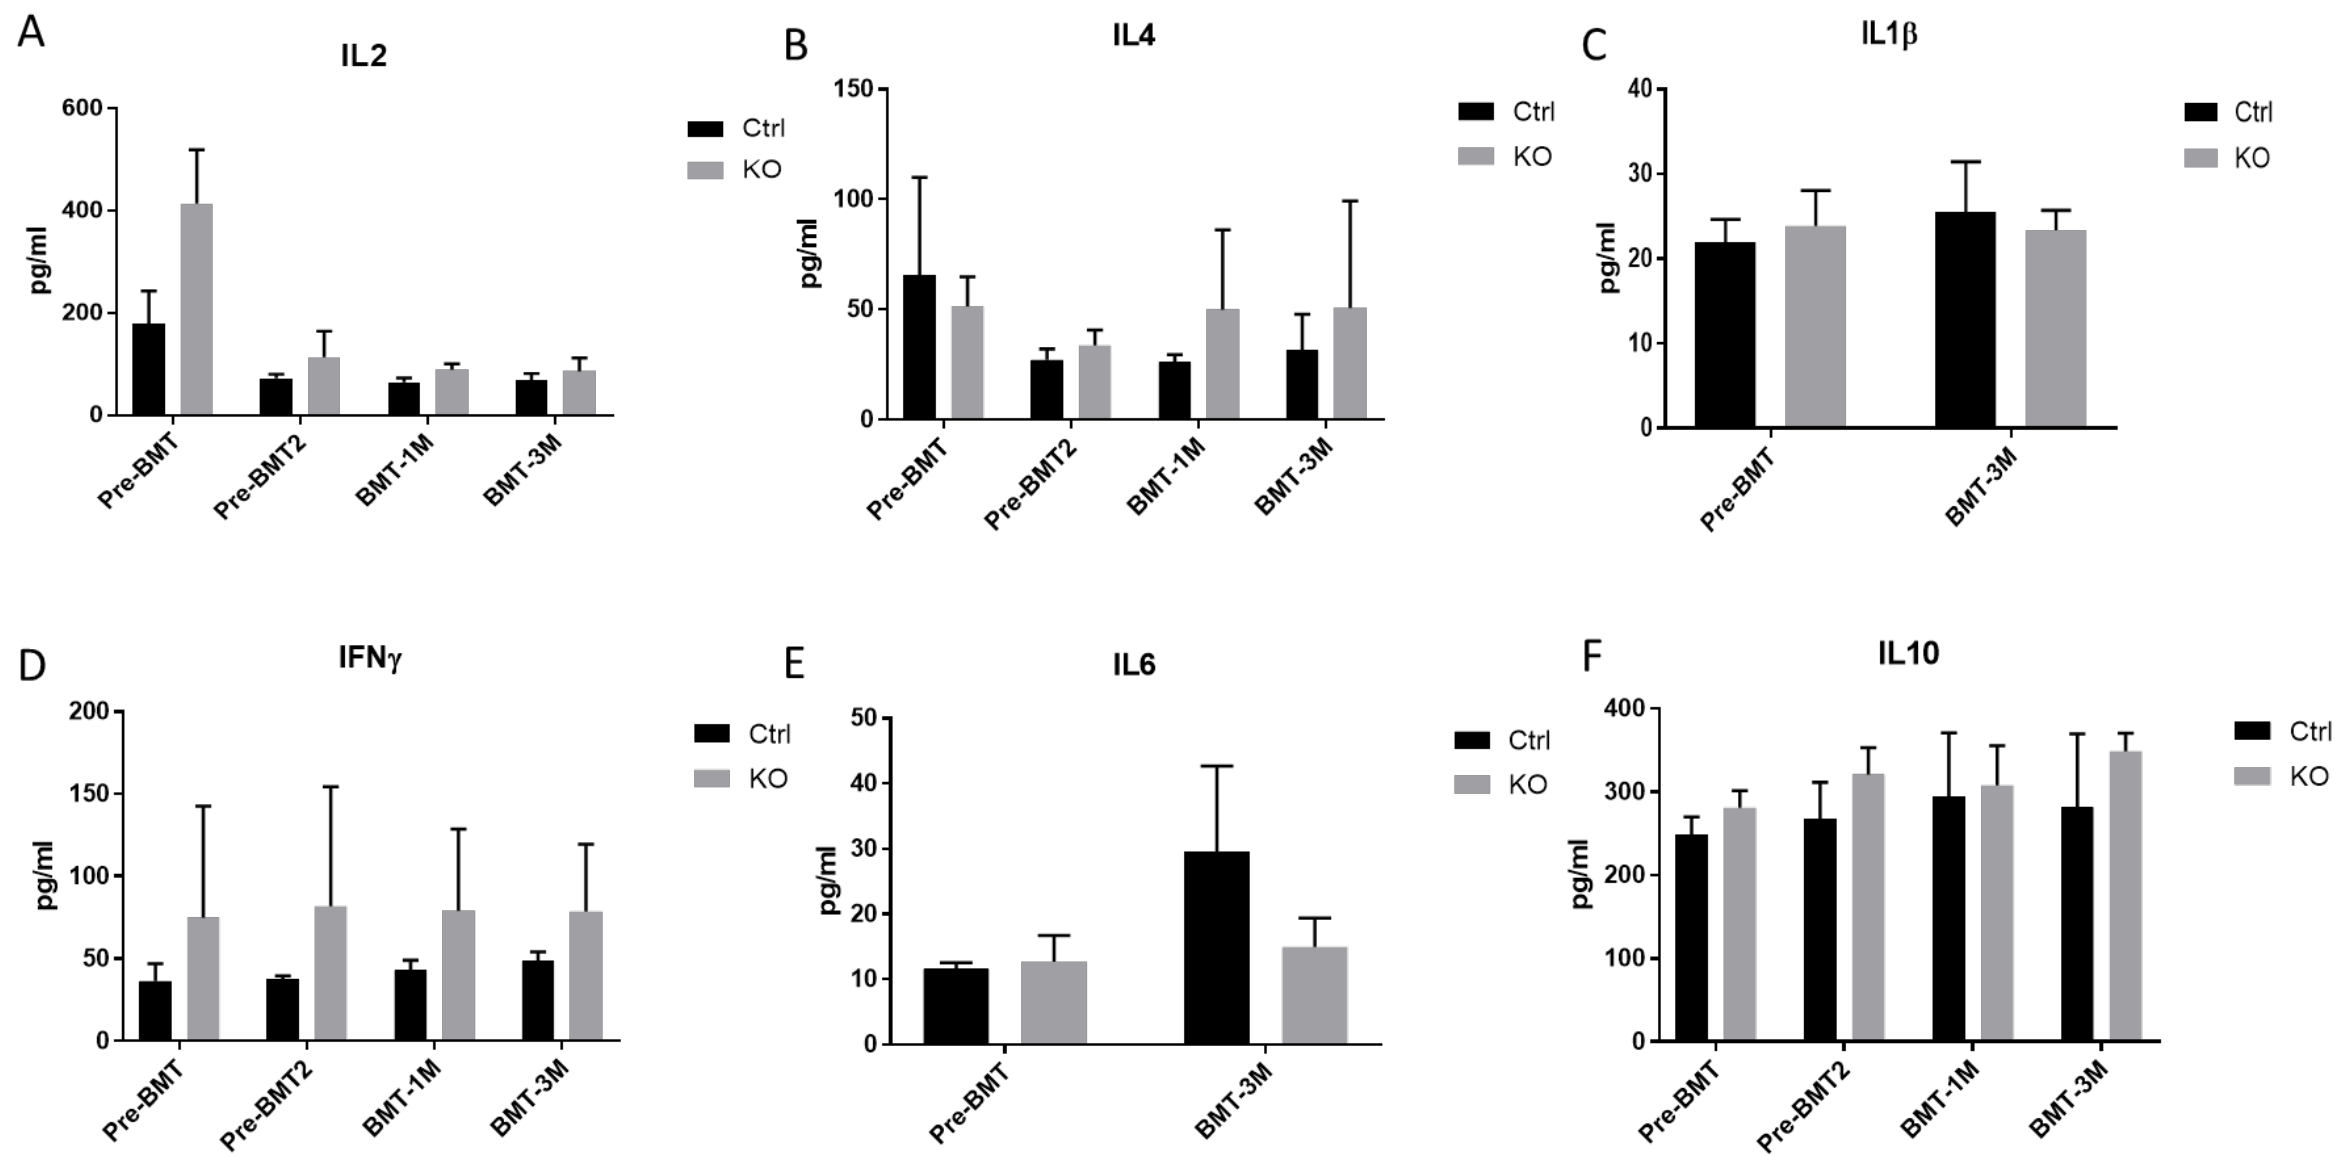

SI Fig S9

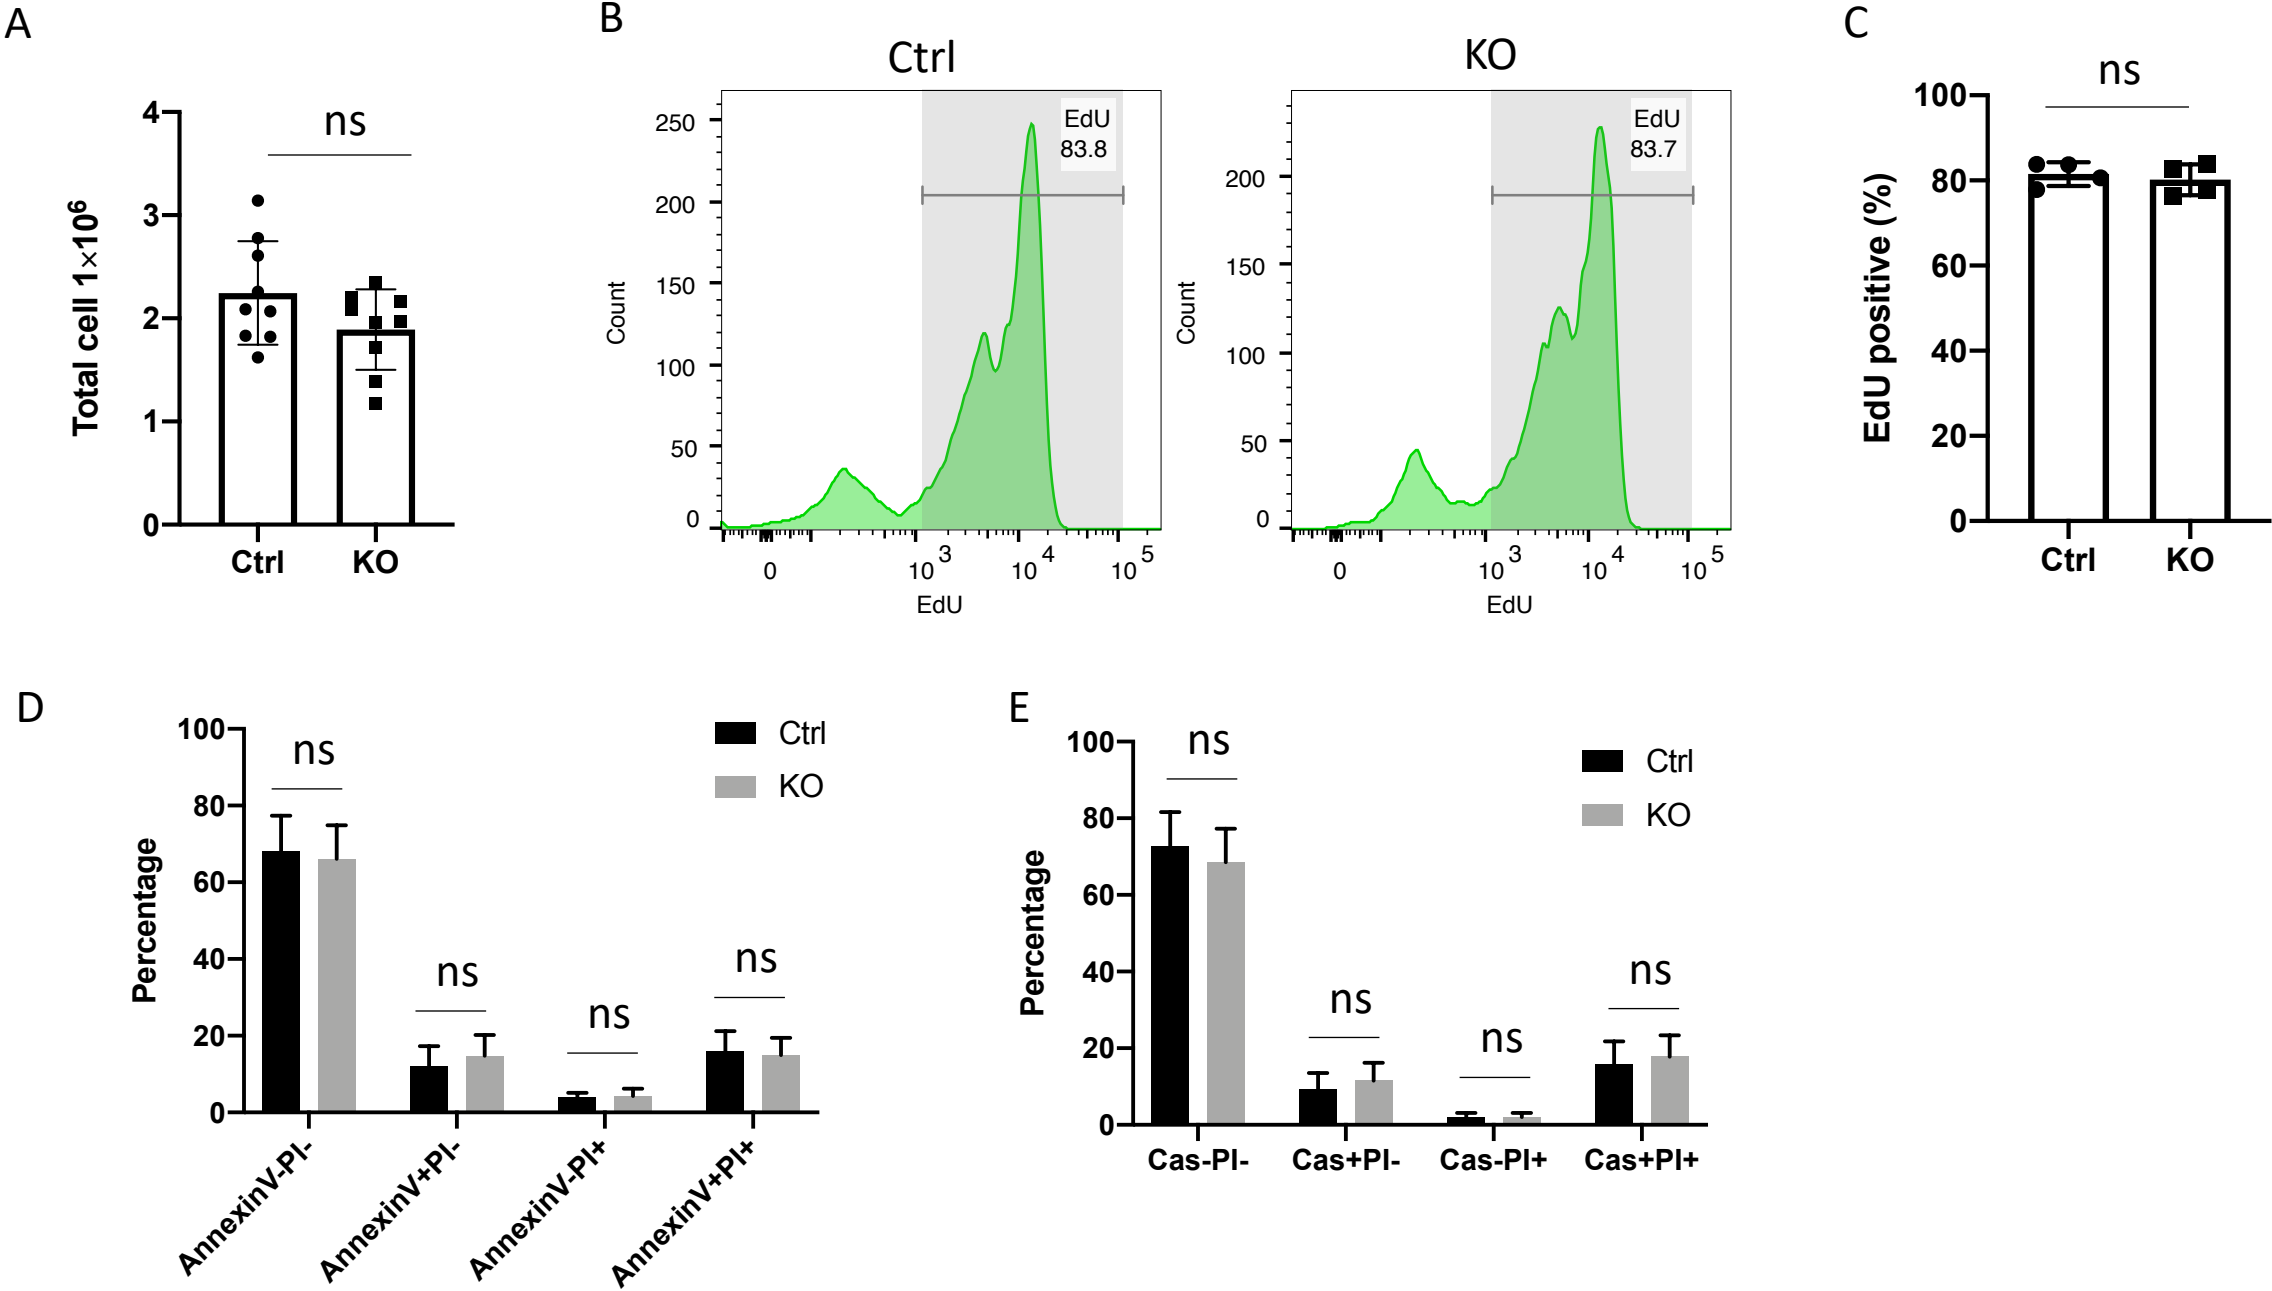

SI Fig S10

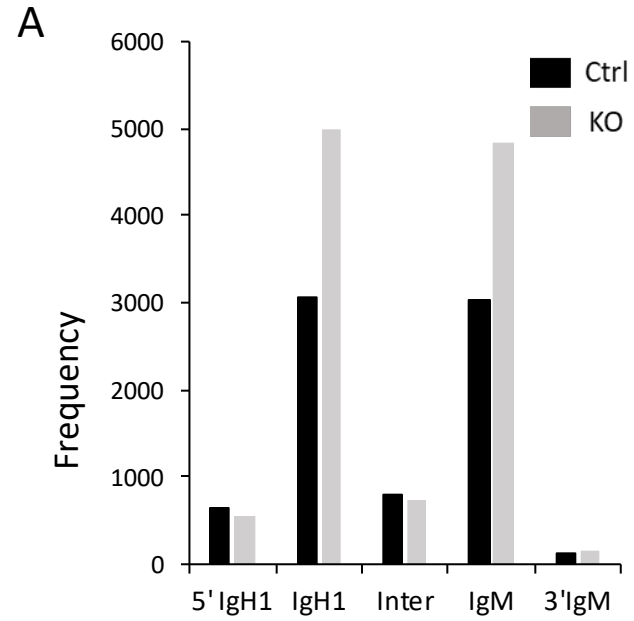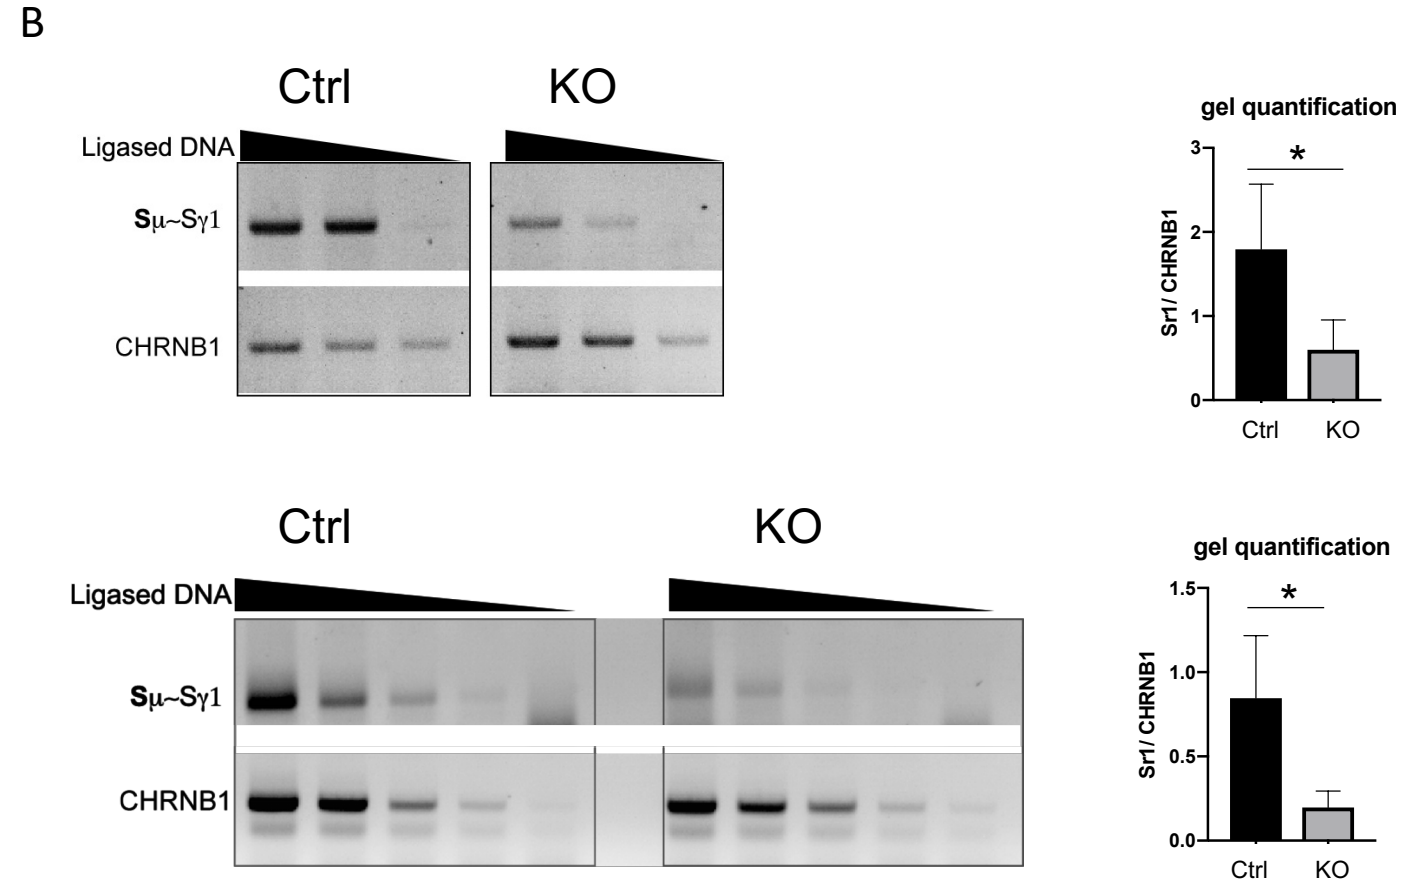

SI Fig S11

A

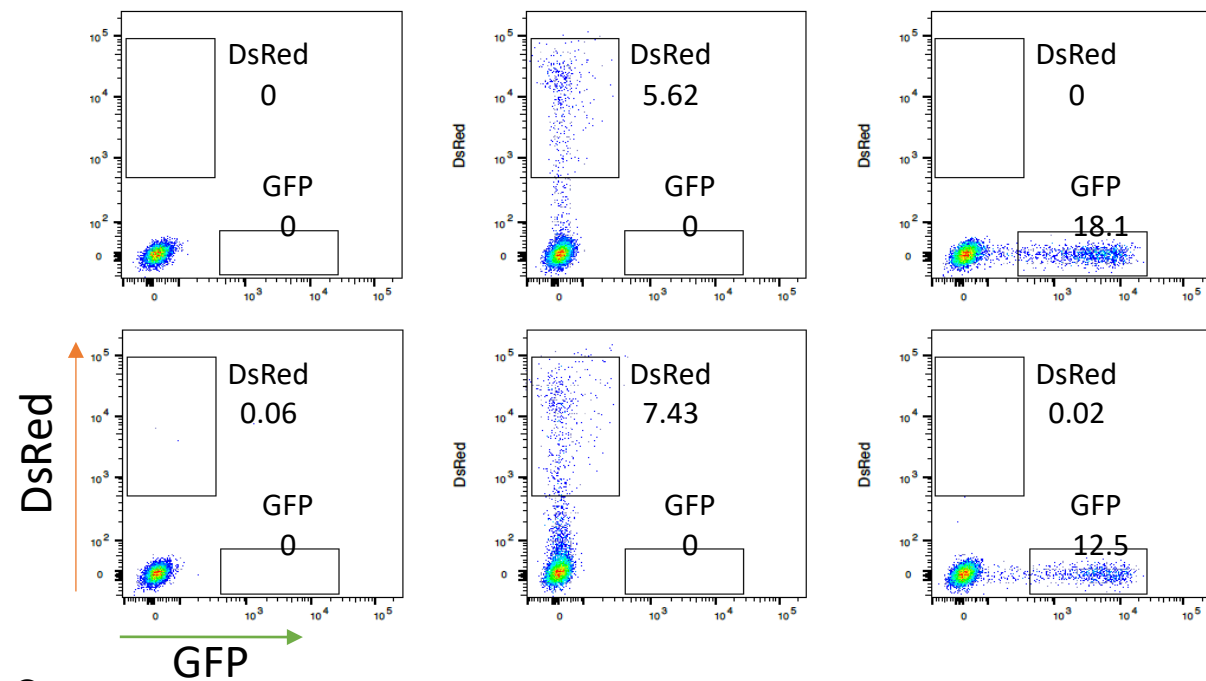

B

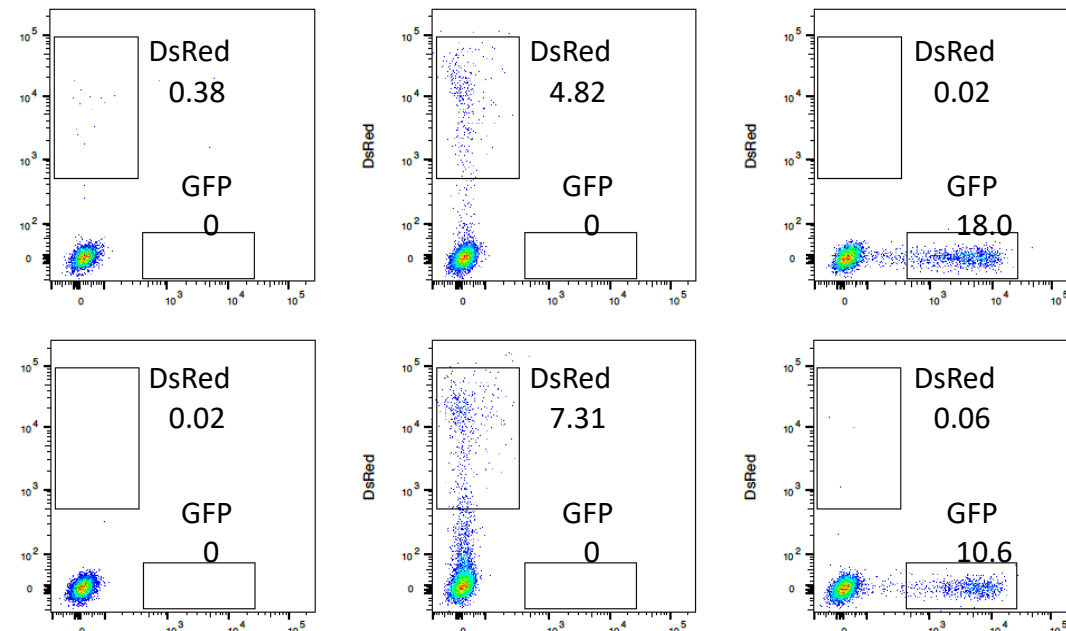

C

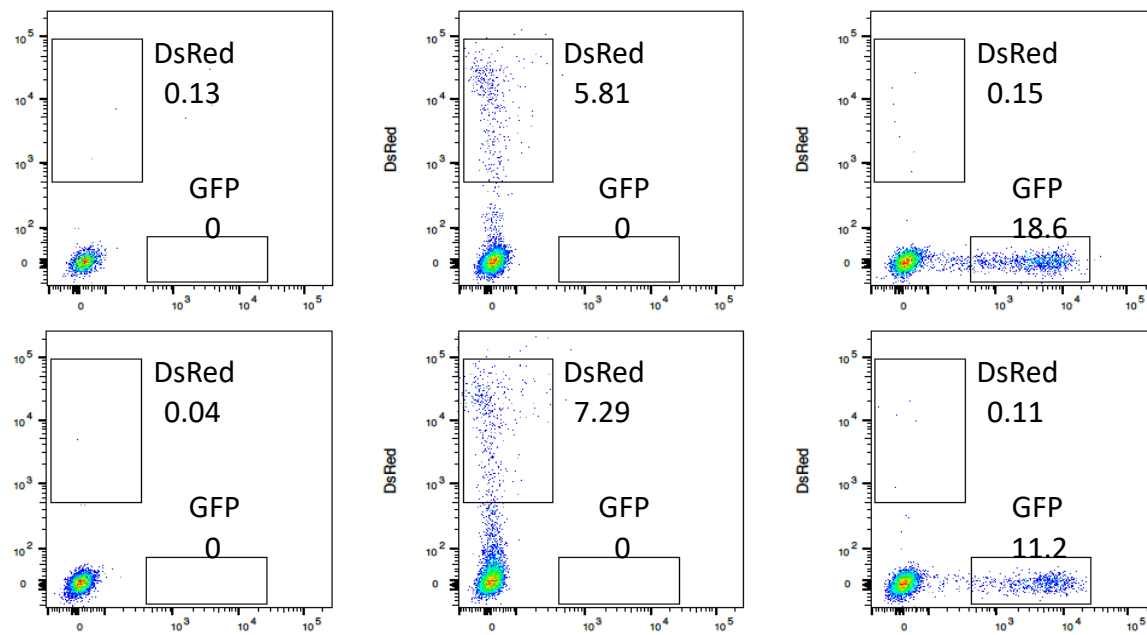

D

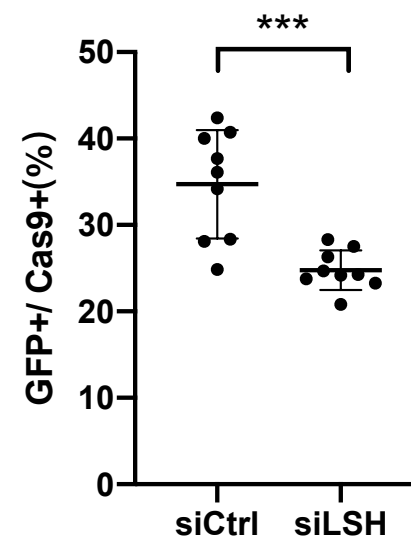

**Supplement:** Supplementary File

How the deposited data were processed for this re-analysis (not part of the article)

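HTGTS junction reads of LPS and IL4 stimulated splenic B cells were analysed, from 5 Ctrl and 8 KO libraries that the authors pooled into 1 file per group. In the submitters' processing notes and SI Methods, the authors aligned the reads with HISAT to mm10, excluded duplicates and reads with apparent insertions, and placed junctions with microhomology of 1 bp or more with BLAT. The version of HISAT is not given in the sources used here. The deposited values are, for each read, the alignment position, the alignment string, the sequence, the microhomology length in bp and, where that is 1 bp or more, the positions of the 2 ends. They are not counts per gene, and the read was the unit of counting here. All deposited columns of measurements belong to a pool, so 0 columns of values of single samples were used.

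The aligned parts of each read were recovered from its alignment string, every gap of at least 20 bases in the reference was taken as a join, and the largest gap of the read as its junction. Of the 1408 Ctrl and 4205 KO reads, 1398 and 4193 had the primer-side end of that gap in Sµ. Mismatches to mm10 made up 0.815% of aligned Ctrl bases and 0.664% of aligned KO bases. The GRCm38 reference, the assembly that mm10 names, and the GENCODE annotation gave the constant genes. A junction was assigned to the constant gene between whose 3′ end and the 3′ end of the next constant gene upstream its far end lay, and for Ighm up to Ighj4. Shares within the constant region were over 1406 Ctrl and 4186 KO reads. Microhomology was analysed over junctions of Sµ with Sγ1 or Sε. Lengths derived anew were kept up to 20 bases, since longer runs are repeats of the reference.

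Shares were compared with 2-sided Fisher exact tests on pooled reads and Benjamini-Hochberg adjustment over the 5 regions that held reads, with exact binomial 95% intervals for shares and Newcombe intervals for differences. Lengths were compared with a chi-square test and the mean with a permutation test of 100000 resamples over reads, and positions with a Kolmogorov-Smirnov statistic and 100000 permutations, adjusted over 3 regions. The limit for a share of 0 was taken as 3 reads. The threshold was 0.05. It applied to the adjusted p for shares per region, positions and single microhomology lengths. Other microhomology tests and the tests of explanations used the unadjusted p. Fisher and permutation tests were on reads of 2 pools. Tests, regions, the rule for named regions (every constant gene and switch region that the paper names and the other constant genes) and 29 of the 71 alternatives computed were set before the data were examined. The Fisher exact tests of microhomology of 4 bp or more and of single lengths were not among the tests set then. The rule also named windows and genes outside the IgH locus, to which no deposited read extended, so their lists were not used. Alternatives added later were both ends of a junction counted, the gap next to the primer as the junction, lengths derived anew, all reads in place of Sµ-Sγ1 and Sµ-Sε junctions, reads that reach the longer read end, and leaving out the KO reads that share the most frequent end sequence.

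The files do not name the library of a read. The last 6 bases of the KO reads fell into 6 frequent sequences of at least 100 reads each, with 219 to 1108 reads (median 394.5), and these were used as unlabelled subsets, not as mice. They held 3156 of the 4205 KO reads, and the other 1049 had other end sequences. Ctrl reads had been cut at 2 places, with 539 of them reaching the longer end. Depth limits the precision to no better than the intervals given. The derivation of microhomology lengths was tested on simulated joins. The aligner's placement of gaps and the rule of the largest gap were not. Calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Inversions, junctions with other chromosomes and the Lumpy breakpoints of Fig. 5E were not analysed here, and the sums of End-seq tags are of the values in Table S2.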

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

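The tests of amplified copies and of the sequencing run in this part were chosen after the result was seen. A share of reads held more than 1 gap of at least 20 bases, where the further gap can be a deletion or be opened by the aligner. The paper does not report these reads. These were 90 of 1408 Ctrl reads (6.39%, exact binomial 95% interval 5.17 to 7.80%) and 26 of 4205 KO reads (0.618%, 0.404 to 0.905%), both above the 0.213% and 0.0713% that a count of 0 allows. The further gap lay within Sµ in 42 of the Ctrl and 18 of the KO reads, and within Sγ1 in 39 and 8.

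Repeats in the reference, at which an aligner can open a gap, were tested as uninterrupted homology of 20 bases or more between the gap's ends. Such repeats do not account for the whole difference. Among reads whose further gaps lie at places with less than 20 bases of it, 4.55% of Ctrl and 0.499% of KO reads remained (p = 1.73e-22, Fisher exact test). Shorter or interrupted repeats were not tested and stay open. Amplified copies with the same alignment do not account for the difference either, since among distinct alignments the shares were 6.85% and 0.642% (p = 8.55e-19, Fisher exact test). Copies of 1 join that align differently were counted apart. There were 788 distinct alignments in Ctrl and 1868 in KO, against 666 and 1373 distinct junctions. The sequencing run stays open, because the number of runs that hold reads of both groups was 0 and run and genotype cannot be told apart. A biological difference between Ctrl and KO cells stays open as untested.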

How the results depend on the processing

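Over 12 results with a test and 71 alternatives, 61 kept their side of the threshold, with the same sign wherever a difference passed it, and 0 reversed. Of 29 alternatives set before the data were examined, 25 did so. The ratios of the paper's End-seq tags, which have no test, were 1.65 for Sµ, 1.67 for Sγ1 and 0.946 for Sγ3 in the single bin highest in Ctrl, against 1.60, 1.63 and 1.37 over 4 bins. The lower share of Sµ in KO reads held in all 6 alternatives, from -9.72 to -3.40 percentage points. The -3.40 came from counting both ends, which adds an end in Sµ for nearly every read and so shrinks the difference by construction. None of the 6 set the same shortest gap in both pools, where it was 538 bp in Ctrl and 3001 bp in KO. They cannot show how the Sµ shares would compare over the same gap lengths. Direct joins did not differ in any of 6, from -3.49 to 0.621 points. Among the planned settings, counting each distinct junction once took the Sγ3 difference from 1.61 to 1.27 points (adjusted p = 0.128, Fisher exact test), and leaving Sµ out of the denominator took the Sγ1 difference to 0.445 points, since the Sµ reads made up the rest. Classes of 0 to 3 bp or more gave a Cramér's V of 0.0418 (chi-square p = 0.0302 with n = 5108 reads), against 0.0462 (p = 0.0529 with n = 5108 reads) for classes of 0 to 5 bp or more. The medians of primer-side ends in Sµ differed by 4 bp, which did not pass the permutation test although the distributions did, and by 17 bp among reads that reach the longer read end, which passed (adjusted permutation p = 0.0174). Among settings chosen after the data were seen, restricting both groups to reads that reach the longer read end gave -3.30 points for Sε, a mean microhomology 0.127 bp longer in KO, a Cramér's V of 0.0914 over lengths and a D of 0.350 within Sε, all past the threshold. The D has no sign and is not counted by direction, and the Sε median there was 289 bp higher in KO (adjusted permutation p = 0.00628), against -35.5 bp in all reads, which did not pass (adjusted permutation p = 0.503), so that its direction turned. Leaving out the KO reads of the most frequent end sequence gave a mean 0.128 bp longer and a V of 0.0559, also past the threshold. The cause was not tested for these. Across the 6 KO subsets of reads by end sequence, which leave out 1049 reads, direct joins ranged from 30.3% to 42.2% with a median of 37.1%. The files give no mapping quality class and no insertions, and all reads are deletional, so the alternatives on these could not be run, nor could those on inversions or other chromosomes. Leaving out mice or the pooled KO library could not be run because reads carry no library name. No paired analysis was possible because the deposited columns carry no mouse or replicate number. Sε and Sγ2b rest on few reads, and depth limits what can be said of them.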

Differences from the paper's values

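The paper gives 63% of IgH junctions in Sµ and 30% in Sγ1 for both groups (Fig. 5F), and its text does not say whether 1 or both ends of a junction count. SI Methods names Lumpy for the breakpoints shown in Fig. 5E, and the legend calls Fig. 5F a quantification of the distribution analysis. Lumpy calls were not analysed here, and the values below are of the largest gaps of deletional HISAT reads on chromosome 12, which need not be the same set of junctions. By the far end of each read, Sµ held 10.0% in Ctrl and 2.65% in KO, and Sγ1 82.2% in Ctrl and 89.4% in KO. No junction gap was under 538 bp in Ctrl or 3001 bp in KO, so these shares leave out shorter deletions within Sµ. Among the alternatives set before the data were examined, distinct junctions, windows of 10 kb upstream of each gene and leaving Sµ out of the denominator all stayed apart from the paper's values. Counting both ends of each junction, chosen after seeing the values, gave 54.7% in Ctrl and 51.3% in KO for Sµ and 41.2% and 44.7% for Sγ1, within 1.5 times the paper's values. The primer lies in the Sµ interval and nearly all reads have their primer-side end there, so that this count puts Sµ at about 50% or more by construction, and neither its closeness to the paper nor the order of the 2 regions is evidence of how the paper counted.

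The paper calls the distribution of junctions in the Ig region similar in KO and Ctrl, with reference to Fig. 5E. In the deposited deletional reads, which need not be the junctions that figure shows, the Sµ share differed between the pools by -7.38 percentage points (adjusted p = 1.03e-25, Fisher exact test), and by -3.40 points with both ends counted (adjusted p = 0.00303, Fisher exact test), while the shares of Sε and Sγ2b did not pass the test. The shortest gap was 538 bp in Ctrl and 3001 bp in KO reads. Shorter deletions within Sµ were thus counted in Ctrl only, and these shares do not compare like with like. The Sγ1 share differed by 7.17 points (adjusted p = 2.31e-11, Fisher exact test), but by 0.445 points without Sµ in the denominator, and the Sγ3 share by 1.61 points (adjusted p = 0.000335, Fisher exact test; 0.128 as distinct junctions). Among reads that reach the longer read end, a setting chosen after seeing the values, Sε differed by -3.30 points (adjusted p = 0.00205, Fisher exact test). For direct joins, the 37.3% in Ctrl and 36.7% in KO lie near the paper's 35%.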

Other observations

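The tests of explanations in this part were chosen after the results were seen. The 2 bins that hold most of the junctions and End-seq tags around Sγ1 are described here without a test between the assays. Of junction reads in the bins from 113330000 to 113334999 and from 113335000 to 113339999 on chromosome 12 of mm10, 47.9% of Ctrl (exact binomial 95% interval 44.9 to 50.8%) and 58.8% of KO reads (57.2 to 60.4%) lay in the bin nearer to Ighg1. Of distinct junctions these were 49.5% and 56.4%. Of the paper's End-seq tags in Table S2, 33.0% in Ctrl and 36.3% in KO lay there, as 1 normalized value per group without spread, from cells stimulated for another time and with anti-CD180 added. Outside the switch regions, 19 KO reads ended 3′ of Igha, all copies of 1 distinct junction, and 2 Ctrl reads at 2 distinct junctions.

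The share of deletions within Sµ was lower in KO than in Ctrl reads. The shortest gap was 538 bp in Ctrl and 3001 bp in KO reads, and the tests that follow were run over these unlike lengths. Over these lengths, amplified copies do not account for the difference, since 60 of 664 distinct junctions in Ctrl (9.04%) and 33 of 1372 in KO (2.41%) lay within Sµ (p = 1.93e-10, Fisher exact test). The shorter end of part of the Ctrl reads does not account for all of it, since among reads that reach the longer end the shares were 7.06% and 2.93% (p = 1.07e-05, Fisher exact test). The 6 KO subsets by end sequence, which hold 3156 of 4205 reads, ranged from 0.268% to 4.69%, and the other KO reads had 3.44%. Deletions within Sµ shorter than 3001 bp were counted in Ctrl only. The 1-kb bin from 113424001 to 113425000 held 83 Ctrl reads, and no KO read could lie in this bin, which is closer to the primer than 3001 bp. It held 5.89% of all Ctrl reads, so most of the -7.38 points came from gap lengths absent in KO. From 113423001 to 113424000, only partly within KO reach, lay 3.20% of Ctrl and 1.85% of KO reads. From 113422001 to 113423000 these were 0.639% and 0.404%, and from 113421001 to 113422000 0.0710% and 0.190%. Farther out, 0.190% of KO reads lay from 113420001 to 113421000 and 0.142% of Ctrl reads from 113419001 to 113420000. Shares over a common shortest gap were not computed, so whether any difference would remain is not known. For any difference that remains at gap lengths found in both pools, the sequencing run stays open, since 0 runs hold both groups. An effect of the loss of Lsh stays open for it too, so that these cannot be told apart.

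Gaps were often bordered by the dinucleotides that a spliced aligner takes for splice sites (GT-AG, GC-AG or AT-AC on either strand). For distinct Sµ-Sγ1 junctions whose ends share no base, so that the gap has 1 position, this held for 45.7% in Ctrl and 52.4% in KO. When the 2 ends were shuffled among junctions 1000 times, the median was 14.5% (highest 20.7%) in Ctrl and 17.1% (highest 21.2%) in KO. Where the gap could be placed at several positions, the shares were 42.0% in Ctrl and 43.9% in KO against shuffled medians of 11.1% and 12.5%. A candidate explanation is that the aligner both placed gaps at such motifs and recovered joins with them more readily than other joins, and preferred sequences at each end alone are kept by the shuffling. If so, the deposited reads may be a selected part of the junctions in both groups. No biological explanation was tested.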
